# Testing biological actions of medicinal plants from northern Vietnam on zebrafish embryos and larvae: Developmental, behavioral, and putative therapeutical effects

**DOI:** 10.1371/journal.pone.0294048

**Published:** 2023-11-07

**Authors:** My Hanh Tran, Thi Van Anh Nguyen, Hoang Giang Do, Trung Kien Kieu, Thi Kim Thanh Nguyen, Hong Diep Le, Gustavo Guerrero-Limon, Laura Massoz, Renaud Nivelle, Jérémie Zappia, Hai The Pham, Lai Thanh Nguyen, Marc Muller

## Abstract

Evaluating the risks and benefits of using traditional medicinal plants is of utmost importance for a huge fraction of the human population, in particular in Northern Vietnam. Zebrafish are increasingly used as a simple vertebrate model for testing toxic and physiological effects of compounds, especially on development. Here, we tested 12 ethanolic extracts from popular medicinal plants collected in northern Vietnam for their effects on zebrafish survival and development during the first 4 days after fertilization. We characterized more in detail their effects on epiboly, hatching, growth, necrosis, body curvature, angiogenesis, skeletal development and mostly increased movement behavior. Finally, we confirm the effect on epiboly caused by the *Mahonia bealei* extract by staining the actin filaments and performing whole genome gene expression analysis. Further, we show that this extract also inhibits cell migration of mouse embryo fibroblasts. Finally, we analyzed the chemical composition of the *Mahonia bealei* extract and test the effects of its major components. In conclusion, we show that traditional medicinal plant extracts are able to affect zebrafish early life stage development to various degrees. In addition, we show that an extract causing delay in epiboly also inhibits mammalian cell migration, suggesting that this effect may serve as a preliminary test for identifying extracts that inhibit cancer metastasis.

## Introduction

In recent years, the pharmacological study of traditional medicine knowledge in plant research received considerable interest. Medicinal plants contain many phytochemicals such as vitamins, carotenoids, terpenoids, flavonoids, polyphenols, alkaloids, tannins, saponins, enzymes, and minerals that present biological activities on other organisms. They have antimicrobial activities, anti-inflammatory [1, 2], anti-hyperuricemic [3], antioxidant [4, 5] and anticancer properties [6]. Therefore, these phytochemicals have been utilized to prevent or cure a variety of disorders [7, 8].

Southeast Asia has one of the highest levels of biodiversity on the planet due to its complicated geological history. Geologic movements in the past, along with a tropical environment, aided speciation and formed in this region one of the most diverse biotas on earth. As a Southeast Asian country, Vietnam also possesses a diverse biota. In addition, with its land spanning a wide range of longitudes and various geological features, the natural environment in Vietnam provides a rich source of unusual and potentially intriguing biological components, many of which may be native to Vietnam and hence have not yet been documented elsewhere. On the scientific aspect, at present, the medicinal potential of this biological diversity is largely unexplored in Northern Vietnam. In this region, traditional medicine is mainly used locally for prevention and treatment of high frequency diseases, such as: infection, inflammation, immunological (including autoimmune) and heart disease, metabolic and neurologic disorders. Only some systematic reviews have been published of materials used in Vietnamese traditional medical practice [9, 10], and in Vietnamese [11–14]. Traditional medicine mostly relies on experience passed on from one generation to the next to use specific plant extracts for certain pathologies. However, this practice suffers from the absence of systematic, interdisciplinary, large-scale, and comprehensive studies on the biological and pharmacological properties of the medicinal plants used. Furthermore, medicinal plants are often seen as “natural” products that may be administered for extended periods, occasionally resulting in severe adverse health outcomes. Further evidence-based studies and meta-analyses are required to provide a more objective assessment.

Zebrafish is commonly used as a vertebrate model organism [15] initially demonstrating its use in embryonic developmental biology but also increasingly in toxicology, pharmacology, and vertebrate behavioral biology in recent years [16–18]. The zebrafish offers numerous benefits over traditional animal models (rabbit, rat, and mice) [2, 19]. First, although being a complete and independent life form, the zebrafish embryo up to the free-feeding stage at 5 days post fertilization is generally considered as larval stage; hence it can be used without raising ethical issues. Second, zebrafish are easy to maintain, and embryo yields are tremendous (50–300 embryos/pair/week). Third, the developmental process of a zebrafish embryo represents that of other vertebrates with highly similar embryogenesis and organogenesis, but much faster, which can be observed clearly through the transparent embryos [20]. Moreover, being one of the first sequenced and annotated genomes, the well-known zebrafish genome shares numerous similarities with higher vertebrates, including humans [21], especially in structure and function of certain CYP family genes involved in drug metabolism [22]. When these factors are considered together, zebrafish is a highly potent model for testing drug’s preclinical (developmental) toxicity today.

The "Zebrafish Embryo Toxicity" (ZET) test is included as an alternative to animal testing [23] and can be performed with a variety of endpoints [24–26], which would be any "…biological or chemical process, response, or effect, as measured by a test." [27]. Within this scope, in this study, twelve medicinal plants from northern Vietnam were selected, based on traditional use as well as socio-economic issues, for a rapid screening test using the zebrafish model. Focusing on the first 5 days of development, we utilize this approach to evaluate effects on early embryogenesis, of particular interest when treating pregnant women, but we also rapidly assess many pathways and processes that may play a role in pathogenesis at later life stages of crude extracts obtained from the six most promising plants. Finally, the effect on epiboly of the *Mahonia bealei* extract was further investigated and an effect on mammalian cell migration was confirmed. First tests investigating major purified chemical components of this extract were also performed.

## Materials and methods

### Plant material

Medicinal plants (Table 1) were selected based on the recipes of traditional medicines and collected from the North-Western mountainous areas of Vietnam in the dry season of 2019. They were identified, coded (with Vietnamese and Scientific names) and placed at the Museum of Biology, Faculty of Biology, VNU University of Science, Vietnam National University, Hanoi, Vietnam.

**Table 1:** Medicinal plants used for toxicity screening.

Label/Code	Scientific names (Vietnamese name)	Voucher number	Sampling: GPS coordinates, province, date collected	Parts of interest
KT02	*Lactuca indica* L. *(Bo cong anh cao)*	HNU 024108	21°00’57.3"N 107°19’02.6"E (Lạng Giang, Lạng Sơn); spring 2019	Fresh stem
KT06	*Anisomeles indica* (L.) Kuntze *(Phong phong thao)*	HNU 024777	22°26’18.7"N 103°55’25.9"E (Bat Xat, Lao Cai); fall 2017	Dry stem/ leaves
KT07	*Clerodendrum cyrtophyllum* Turcz. *(Bo may)*	HNU 024106	22°26’06.7"N 104°57’55.1"E (Bac Quang, Ha Giang); fall 2017	Dry leaves
KT08	*Pericampylus glaucus* (Lam.) Merr. *(Tiet de la day)*	HNU 024778	22°26’18.7"N 103°55’25.9"E (Bat Xat, Lao Cai); fall 2017	Dry leaves
KT09	*Mahonia bealei* (Fortune) Pynaert *(Hoang lien)*	HNU 024779	22°34’01.5"N 103°46’47.9"E (Bat Xat, Lao Cai); fall 2017	Dry stem
KT11	*Gnetum montanum* Markgr. *(Day gam nui)*	HNU 024781	22°34’47.0"N 105°06’39.8"E (Vi Xuyen, Ha Giang); summer 2017	Dry stem
KT12	*Tacca chantrieri* André *(Rau hum hoa tia)*	HNU 024782	22°34’47.0"N 105°06’39.8"E (Vi Xuyen, Ha Giang); fall 2018	Dry stem
KT14	*Mallotus barbatus* Müll.Arg. *(Bum bup)*	HNU 024784	20°32’02.6"N 105°23’55.8"E (Lac Son, Hoa Binh); summer 2017	Dry root
KT15	*Aganope balansae* (Gagnep.) P.K.Loc *(Man man)*	HNU 024785	22°26’06.7"N 104°57’55.1"E (Bắc Quang, Hà Giang); fall 2018	Dry stem
KT17	*Stixis scandens* Lour. *(Trung cuoc)*	HNU 024787	22°26’06.7"N 104°57’55.1"E (Bắc Quang, Hà Giang); fall 2019	Dry leaves
KT19	*Croton kongensis* Gagnep. *(Kho sam)*	HNU 024789	20°32’02.6"N 105°23’55.8"E (Lac Son, Hoa Binh); fall 2017	Dry leaves
KT20	*Tinospora sinensis* (Lour.) Merr. *(Day dau xuong)*	HNU 024790	20°32’02.6"N 105°23’55.8"E (Lạc Sơn, Hòa Bình); fall 2018	Fresh stem

### Preparation of plant extracts

Dried plant powders were used for extraction with ethanol solvent. Each dried powder sample was suspended with solvent at the ratio of 1:10 (w/v) and placed into an ultrasonic incubator (S100H; Elma GmbH, Singen, Germany) for 30 min at 45°C. The mixture was shaken at 200 rpm for 60 min at room temperature in an orbital incubator shaker (Gyromax™ 747 Incubator Shaker; Amerex Instruments, Concord, CA USA). The supernatant was separated from the plant residues by centrifugation (Avanti J-E; Beckman Coulter, Brea, CA USA) at 10000 rpm for 20 min at 10°C, then filtered through Whatman No. 1 filter paper; the obtained filtrate was dried completely in a vacuum rotary evaporator (HS-2005S-N, Hahnshin, Gimpo, South Korea). The dried extracts were stored at 4°C. Just before experimentation, the extracts were dissolved in dimethyl sulfoxide (DMSO) to obtain stock solutions, which were then diluted to different concentrations for further analyses.

### Zebrafish maintenance

Animal care and all experimentation were conducted in compliance with Belgian and European laws (Authorization: LA1610002). All experiments and the entire study were evaluated by the Ethical Committee of the Université de Liège, Belgium and the study protocols were approved under the file numbers 1076 and 13–1506. Zebrafish (*Danio rerio*) of the AB strain and the *Tg(fli1*:*EGFP)* [28] transgenic line were obtained from breeding facilities at the GIGA-Institute, Liege, Belgium. The water characteristics were as follows: pH = 7.4 and temperature = 28°C. The lighting was 14/10-h light/dark. Embryos were used and staged as described [29, 30]. Fish were mated and spawning was stimulated by the onset of light. The day before breeding, adult male and female zebrafish were set up in several breeding tanks, separated by a clear plastic wall. After the light was turned on the next morning, walls were removed, natural mating occured and the eggs were collected between 30 minutes to 2 hours after spawning. After sorting, fertilized clean eggs are moved to Petri dishes and incubated at 28°C in E3 medium (5 mM Na Cl, 0.17 mM KCl, 0.33 mM CaCl2, 0.33 mM MgSO4, 0.00001% Methylene Blue). The age of the embryos and larvae is indicated as hours post fertilization (hpf) [31].

### Medicinal plant extract exposure

The plant extract solutions at different concentrations for toxicity tests were obtained by dilution of the stock solutions in embryo medium (E3). Treatments were administered starting at 2 hpf to zebrafish embryos distributed in pools of 25 individuals into 6-well plates in E3 medium until 120 hpf. The larvae were rinsed every 24 hours in E3 until 96 hpf and the treatments were renewed each day using a freshly prepared plant extract solution to maintain oxygen and nominal concentrations constant during the assay and to remove fungi or other organisms that could develop in the dish [32]. Untreated control batches received only the E3 with 0.5% DMSO used for the stock solutions. Three independent biological replicates were run for each concentration of plant extracts and controls. The ranges of concentrations were selected based on the results of the preliminary test which identified a concentration to induce death and morphological defects. The larvae were rinsed twice in E3 before observation, survival and morphological/ developmental defects were assessed using a Leica M165 FC stereomicroscope (Leica Microsystems©, Wetzlar, Germany). Developmental morphological abnormalities were recorded as the numbers of larvae presenting at least one morphological defect by using parameters such as retardation, spinal curvature, yolk sac edema, delay in pigmentation and hatching delay [33]. Experiments having more than 5% abnormal development in the controls were discarded. Each treatment group was analyzed without preconception, especially regarding the specific defect observed.

### Angiogenic effects analysis

To assess the anti-angiogenic potential of the plant extracts, we used the transgenic *Tg(fli1a*:*EGFP)* zebrafish that continuously express the green fluorescent protein EGFP under control of the *fli1* promoter in the endothelial cells (which make blood vessels) [28]. The embryos were exposed to sub-LC_10_ values of plant extracts, to check the activity of medicinal plants on angiogenesis. After 24 hpf, the embryos were incubated in a pronase solution (2mg/ml) at room temperature typically for 3–5 minutes. For mechanical dechorionation, the embryo suspension was pipetted back and forth using a Pasteur pipet [34] before thorough washing (3 or 4 times) in E3 medium to remove pronase. The released embryos were then exposed to the plant extracts and examined at 72 hpf [35] using a Leica M165FC stereomicroscope for the presence and the number of ectopic vessels in the sub-intestinal vessel (SIV) region as an indication of pro-angiogenesis effects [36]. The mean sprout number was assessed by the sum of the number of sprouts present in each sample group over the total number of embryos in the sample group. Sprout intensity of the sample group was rated as “+”, “++”, and “+++”, representing the percentage of embryos with one, two, and three or more sprouts in the SIV regions, respectively. Images were processed using the ZEN software (Zeiss, Jena, Germany).

### Cartilage staining

Alcian blue staining was used for optimal visualization of cartilage structures in the head of the embryos (head malformations) as described in previous studies [37, 38]. At 120 hpf, the larvae were sacrificed with Tricaine. The exposure medium was then removed, and the larvae were fixed with 4% paraformaldehyde in PBS solution (4% PFA-PBS) at 4°C overnight. The larvae were rinsed 3 times with PBST during 10 mins, then were stained with 0.04% Alcian blue in 80% ethanol with 20 mM MgCl2 overnight. Background of the staining was removed by washing with 80% ethanol/20 mM MgCl2/water several times. After that, bleaching was conducted by adding 1 ml of H2O2 3%/KOH 0.5% during 20–60 mins. The larvae were then rinsed with graded concentrations of glycerol in KOH: 25% glycerol/0.1% KOH and 50% glycerol/0.1% KOH and kept in this solution for storage [39]. The cartilage-stained larvae were transferred and embedded on slides in the correct orientation (ventral-up position for pharyngeal cartilage and dorsal-up position for other craniofacial elements) with absolute glycerol and photographed using a digital camera mounted on an Olympus SZX10 stereomicroscope (Olympus, Antwerp, Belgium).

### Behavior analysis

Behavioral tests were conducted on zebrafish larvae at > 98 ~ 120 hpf and every test was performed between 10:00 to 13:00 to maintain a constant position in the circadian cycle. Prior to each behavioral test, the zebrafish larvae were inspected under a stereomicroscope to select and transfer to the testing plates only individuals devoid of any malformation that might interfere with mobility outcome (*e*.*g*. yolk sac or pericardial edemas, spinal aberrations, aberrations in pigmentation, and/or loss of equilibrium, *etc*). The treated larvae were transferred to 96-well microplates with one embryo in each well containing 100 μl of E3 medium (24 embryos per group). Movements of exposed and control individual larvae were recorded using a ViewPoint® Zebrabox system and its tracking software (ViewPoint Life Sciences, Lyon, France). The light level was set to 20% on the ViewPoint software (7.45 Klux, TES 1337 light meter), while infrared light (850 nm) was used to track larval activity. We used an assay with alternating, 10 min light and 10 min dark cycles to study the dynamics of the photo-motor response in different light and dark phases during the experiment. The locomotion measurements were assessed for 1 hour by recording free swimming activity, swimming distances and speeds. In the first 20 min., the larvae were kept in the light for habituation, while the recordings were discarded from the analysis, then they were subjected to two cycles of alternating 10 min. dark and light periods to record their swimming behavior. The video and tracking software was set to screen larval locomotion behavior in 30 seconds intervals, the "distance travelled" and the "time spent active" were determined and, from these parameters, the mean swimming speed was also calculated by dividing the cumulated distance travelled by the total time spent active.

### Cell culture and *in vitro* wound healing

Mouse Embryonic Fibroblasts (MEFs) (STO: CRL-1503) were grown in DMEM-HG (D-7777, Sigma) supplemented with 10% FBS (v/v) and 1% antibiotics (50 U/ml penicillin– 50 ug/ml streptomycin. A cell viability/proliferation test based on the detection of ATP produced by viable cells (CellTiter-Glo™ Luminescent Cell Viability Assay Kit; Promega) was performed using the limit test to find the maximum concentration having no effect (the NOEC) and the lowest concentration having an effect (LOEC).

The *in vitro* scratch assay was performed on MEF cells to examine wound-healing capacity as previously reported [40, 41]. MEFs were seeded into 24 well plates and grown until reaching 80% confluence. Scratches (0,6 ± 0,05mm) were made using SPL ScarTM Scratcher (SPL Life Sciences, Pocheon, South Korea) and cells were washed with PBS twice to ensure there were no cells within the scratch area. As the extracts were dissolved in DMSO, DMSO 0.1% was added to the medium DMEM-HG + 10% FBS (v/v) + 1% antibiotics (50 U/ml penicillin– 50 ug/ml streptomycin) with β-Mercaptoethanol as the negative control. Scratches were photographed under the microscope immediately after scratching and after 12h, 14h, 18h and 22 h (until the scratches in the control wells were restored to about 100%) incubation at 37°C in a 5% CO2 incubator to document the wound-healing process. The images were processed using the Macro "MRI Wound Healing Tool" of ImageJ software to determine the areas of the wounds at the marked location over various time frames to evaluate the influence of the extract on the cellular wound healing capacity. We used the following formula:

$$Wound\;area\;recovery\;rate\;(\%)=\left(1-\frac{scratch\;area\;at\;specific\;time}{\;scratch\;area\;at\;0th\;hour}\right)\;x\;100\%$$

### F-actin staining

Wildtype embryos at 8 hpf (70% epiboly stage) were fixed in 4% paraformaldehyde (PFA) in PBS at 4°C overnight, and then washed 3 times with 0.1% Tween-20 PBS for 5 min each. After washing, unspecific sites were blocked with 4% BSA in PBS for 1 hour at 4°C, then rinsed with PBS. Afterward, the embryos were incubated with phalloidin-Atto 532, a high-affinity probe for F-actin (Merck, Darmstadt, Germany) for 1 hour at 4°C, then washed 3 times for 5 min each time with PBS. Subsequently, they were mounted on Vectashield mounting media (Prolong Gold antifade®, Invitrogen, Waltham, MA USA), imaged under a Leica SP5 confocal microscope (Leica, Wetzlar, Germany), and processed using LSM software. The figures were assembled using Image J (NIH, Bethesda, MD USA).

### RNA extraction

RNA was extracted from pools of 75 larvae using the RNA mini extraction kit (Qiagen, Hilden, Germany). We chose to use whole larvae, including the yolk, as we intended to determine the entire RNA pool for evaluation of transcription, but also maturation and degradation. Samples were lysed in RLT+ buffer with β-mercaptoethanol (Sigma-Aldrich, Overijse, Belgium) and homogenized 10 times with a 26-gauge needle in a 1 ml syringe. 22 μl of RNAse free water were used to resuspend total RNA. RNA extract was treated with DNAseI (Qiagen, Hilden, Germany) to avoid DNA contamination. The quantity (ng/μl) and quality of each extract was assessed by nanodrop spectrophotometer measurements (Thermofisher Scientific, Waltham, MA USA). Poor quality (260/280 < 2; 260/230 < 2) samples were subsequently purified by Lithium chloride precipitation, followed by 2 times pellet washing with 70% ethanol and resuspended in 40 μl of RNAse-free water and stored at -80°C. The integrity of total RNA extracts was assessed using a BioAnalyzer (Agilent, Santa Clara, CA USA) providing RIN (RNA Integrity Number) scores for each sample.

### RNA sequencing

cDNA libraries were generated from 100 to 500 ng of total RNA using the Illumina Truseq mRNA stranded kit (Illumina, San Diego, CA USA) according to the manufacturer’s instructions. cDNA libraries were then sequenced on a NovaSeq sequencing system, in 1 x 100 bp (single-end). Approximatively 20-25M reads were sequenced per sample. The sequencing reads were processed through the Nf-core rnaseq pipeline 3.0 [42] with default parameters, using the zebrafish reference genome (GRCz11) and the annotation set from Ensembl release 103 (www.ensembl.org). Differential gene expression analysis was performed using the DESeq2 pipeline [43]. Pathway and biological function enrichment analyses was performed using the WEB-based "GEne SeT AnaLysis Toolkit" (http://www.webgestalt.org) based on the integrated GO (Gene Ontology), KEGG (Kyoto Encyclopedia of Genes and Genomes) [44, 45], Panther and WikiPathways databases. An additional database was constructed using the Gene-mutant/Phenotype database from zfin (zfin.org).

### Identification of alkaloids from *M*. *bealei* ethanolic extract

The alkaloid components from *M*. *bealei* ethanolic crude extract were identified by the HPLC-DAD method. 9 reference compounds, including jatrorrhizine, isotetradine, 3-hydroxy-8-oxopalmatine, 8-oxypalmatine, oxyberberine, rugosinone, 8-oxyberberubine, berberine, palmatine, were collected from the in-house library of the "Center for Research and Technology Transfer, Vietnam Academy of Science and Technology". HPLC-grade solvents were purchased from Scharlau (Barcelona, Spain) and Merck Millipore (Darmstadt, Germany). HPLC-DAD data were generated on a Thermo Ultimate 3000 system, consisting of a quaternary pump, an autosampler, a column oven, and a diode array detector. A Hypersil GOLD HPLC column (250 mm x 4.6 mm, 5 μm) was used at 40°C. The solvent conditions were optimized to detect as many compounds as possible, specifically potassium phosphate buffer (10 mM, pH 5.0) and acetonitrile (0.1% of acetic acid) were set as solvent channels A and B, respectively. A flow rate of 1.0 mL per min was selected with a linear gradient from 20% to 80% B over 20 min, followed by 5 min washing with 80% B and 5 min of the initial condition. The injection volume for each sample was 5 μL. The UV detector was set at 270 nm for the simultaneous determination of 9 standard compounds. The compounds were detected in the extract by comparing their retention times and UV spectra to those of the reference compounds which were analyzed under the same condition. Berberine and palmatine were purified as previously described [46].

### Data and statistical analysis

All experiments were performed at least three times, mostly on different dates but always on different clutches from different parents. Statistical analyses were performed using GraphPad Prism for Windows (version 8.0.1) using the appropriate tests as indicated. LC_50_, LC_10_, EC_50_ and EC_10_ were calculated by plotting the surviving/affected larvae against the log transformed tested concentration and the obtained curve was fitted to a sigmoidal concentration–response relation according to the following equation:

$$y=\frac{Bottom+(Top-Bottom)}{1+10log\;EC50-x}$$

where bottom and top represent, respectively, the lowest and the highest y-value (% survivors/affected). The resulting calculated log EC/LC were extracted, and their corresponding 95% Confidence Intervals (C.I.) are given.

Raw behavioral data sets consisted of tables holding the positions of each larva in each video frame (30 frames/second). This table was first cleaned to eliminate very short, oscillating and likely artefactual movements, and then aggregated into 30-second periods for further analysis. These data were transferred to R version 4.0.2 [47] to analyze motility during the dark and light phases. To assess behavior, we used linear mixed effect (LME) models within the “nlme” package. Three dependent variables were used, either the "mean time spent active" (seconds), the "mean distance travelled" (mm), or the "mean swimming speed" (calculated as the mean distance travelled/mean time spent active) within each 30 second period, with "compound" as the categorical independent variable, and batch as a random effect. The “Anova” command within the “car” library was used to extract the results for the main effects whereas the “lsmeans” command within the “emmeans” library was used as a post-hoc test to compare groups against one another while adjusting for the means of other factors within the model [48]. Type II sum of squares was used for the model. Significance was assigned at p = < 0.05.

## Results

### Effects of medicinal plant extracts on survival and malformation of zebrafish embryos

Ethanol extracts from 12 medicinal plants collected from Northern Vietnam were examined according to the zebrafish embryo toxicity test [49]. To assess the survival and developmental defects caused in the zebrafish embryos/larvae by exposure to plant extracts, embryos were treated with a range of concentrations based on a preliminary, range-finding test for each extract starting at 2 hpf and assessed every day until 96 hpf for lethality and occurrence of morphological defects (Table 2).

**Table 2:** Calculated toxicological indices for all 12 studied extracts.

Code of extract	LC_50_ (μg/mL)				EC_50_ (μg/mL)				TI
	24h	48h	72h	96h	24h	48h	72h	96h	96h
**KT02**	>2000	>2000	437–508	246–255	547–724	216–234	202–214	203–209	1.22
KT06	248–420	181–270	175–271	171–262	No defects		105–215	125–279	1.14
KT07	599–770	430–738	335–444	236–294	273–1411	132–235	94–101	48–71	4.59
KT08	466–682	471–613	390–604	460–571	No defects		206–685	218–391	1.73
**KT09**	243–313	226–277	181–191	128–132	173–198	106–147	53–75	56–63	2.20
**KT11**	262–296	250–278	232–257	138–144	270–314	173–186	97–123	77–83	1.76
KT12	94–104	79–107	70–91	68–91	No defects				
**KT14**	>2000	>2000	267–1202	178–192	502–519	236–253	253–316	228–257	0.76
**KT15**	250–267	227–244	202–224	164–169	295	180–192	114–124	98–113	1.57
KT17	1631–2082	1553–1779	1470–1691	1309–1413	No defects	844–1113	707–915	555–827	2.03
KT19	148–274	142–274	105–189	103–161	>2000	>2000	155	88–146	1.08
**KT20**	552–629	373–425	365–418	365–418	540–682	322–452	304–340	271–403	1.17

The calculated log EC/LC are shown as their corresponding 95% Confidence Intervals (C.I.) are given. Rare or irreproducible phenotypes were ignored. Teratogenic Index (TI) at 96 hpf highlighted in grey, selected extracts in bold.

For all the tested plants, we were able to define lethal concentrations, with only KT12 presenting an LC_50_ below 100μg/mL which would classify it as toxic [49], while KT17 was the least toxic extract (LC_50_ > 1.3 mg/mL at all stages). In terms of developmental defects, KT17 stood out again with the highest EC_50_ for any observed defect, while KT09 and KT07 presented the lowest EC_50_ at 72 and 96hpf. These three extracts also showed the highest teratogenic indices (TI), either due to the low lethal effect (KT17) or to the strong effect on embryogenesis. KT12 extract caused no developmental defects, due to its high level of toxicity. Based on these screening results, we decided to focus on a group of plants that all caused developmental effects but covering a range of EC_50_ and LC_50_ values (KT02, KT09, KT11, KT14, KT15, KT20), to determine the specific defects they cause, starting at early stages and at concentrations around LC_0_, LC_10_ and LC_25_ for each extract (Fig 2).

While no effect on survival or malformation was observed at any time point following exposure to 0.5% DMSO, the highest concentration of solvent used in these experiments, exposure of zebrafish embryos to medicinal plant extracts resulted in decreased survival depending on the concentration of the specific extract. Survival rates were analyzed for several concentrations and LC_50_ was determined for each extract (Table 2). The lethal toxicity was gradually increased from KT20, KT02, KT14, KT15, KT11, to KT09 extracts, based on LC_50_-96h, as summarized in Table 2 and Fig 1. The results of lethal concentrations clearly show that all the compounds are lethal to zebrafish larvae at various concentrations. With the possibility to observe early developmental effects during the first 4 days, we concentrated on perturbations such as dorsal curvature, yolk sac edema, hemorrhage, delayed hatching, or altered size. The fraction of the surviving embryos presenting any of the above-described morphological abnormalities was determined for the different concentrations of each extract (Fig 1). The teratogenic Index (TI) steadily increased from KT14, KT20, KT02, KT15, KT11, to KT09 extracts (Table 2). All extracts have TIs greater than 1, with the exception of KT14, indicating that all of these chemicals have the potential to cause abnormalities in zebrafish embryos. The TI of KT14 is less than 1, suggesting that this is a milder teratogenic agent for fish embryos and typically surviving embryos/larvae would not have deformities.

**Fig 1:**
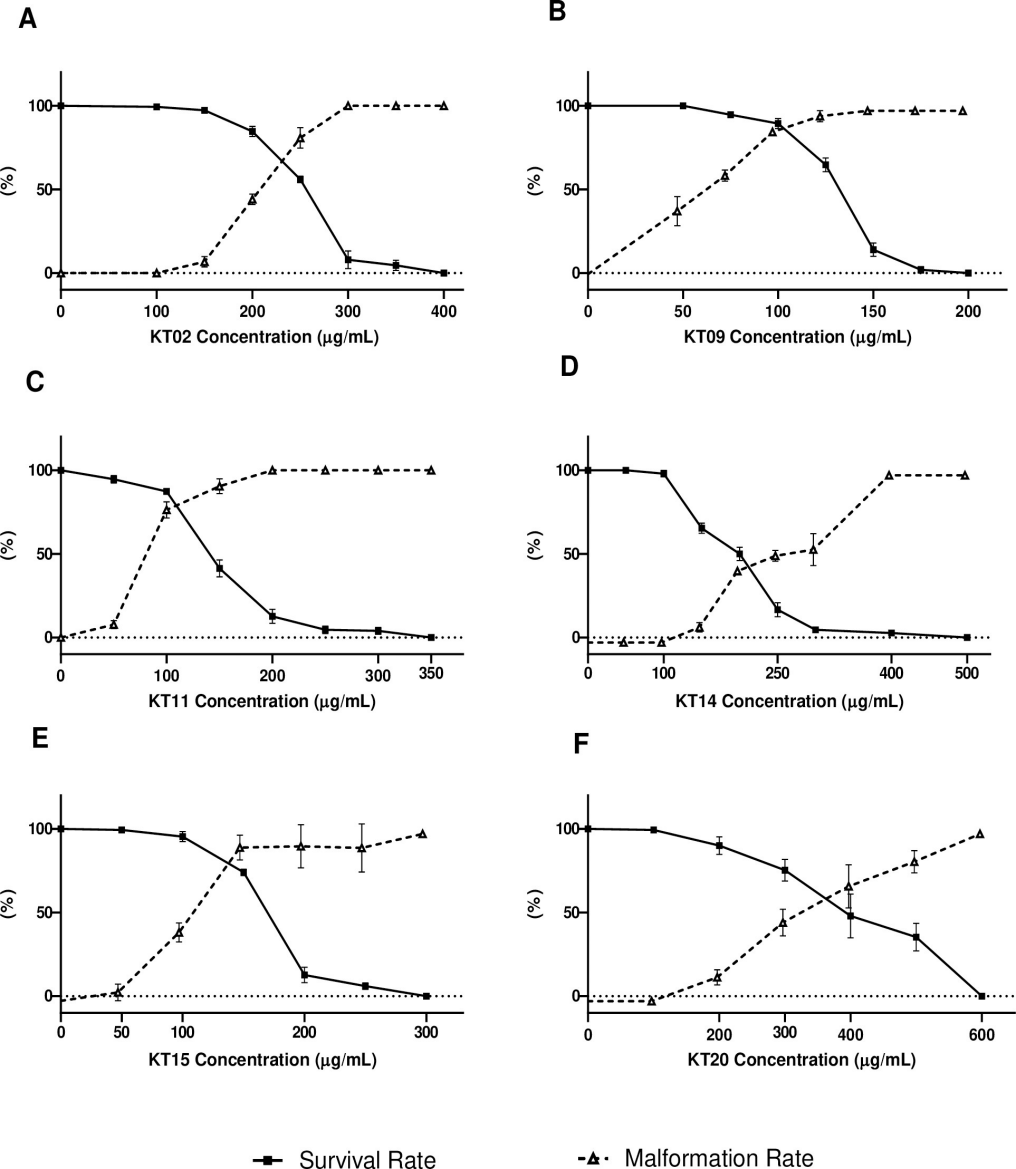
Survival and morphological defects of larvae after exposure to medicinal plant extracts. Fraction of surviving larvae or larvae presenting any morphological defect at 96 hpf upon exposure to KT02 (A), KT09 (B), KT11 (C), KT14 (D), KT15 (E) and KT20 (F). Experiments were performed at least in triplicate with each time n = 50 larvae per point. Fraction of larvae presenting any morphological defects are represented in dotted lines.

### Morphological effects of six medicinal plant extracts on zebrafish embryos

Representative images are given for the various concentrations of each extract (Fig 2). In general, the effects of all extracts are dose-dependent (Fig 2 and Table 3): not only did the proportion of dead and malformed embryos increase with increasing concentration, but so did the severity and complexity of phenotypes–as evidenced by the number of phenotypes and the fraction of mixed or multiple phenotypes (Table 3), particularly in severely deformed embryos. Furthermore, the severity of specific traits increased (*e*.*g*. bigger edemas, more strongly curved tail, or darker yolk necrosis) (Table 3). Embryos and larvae exposed to extracts at high concentrations, near the LC_50_ had significant systemic morphological abnormalities.

**Fig 2:**
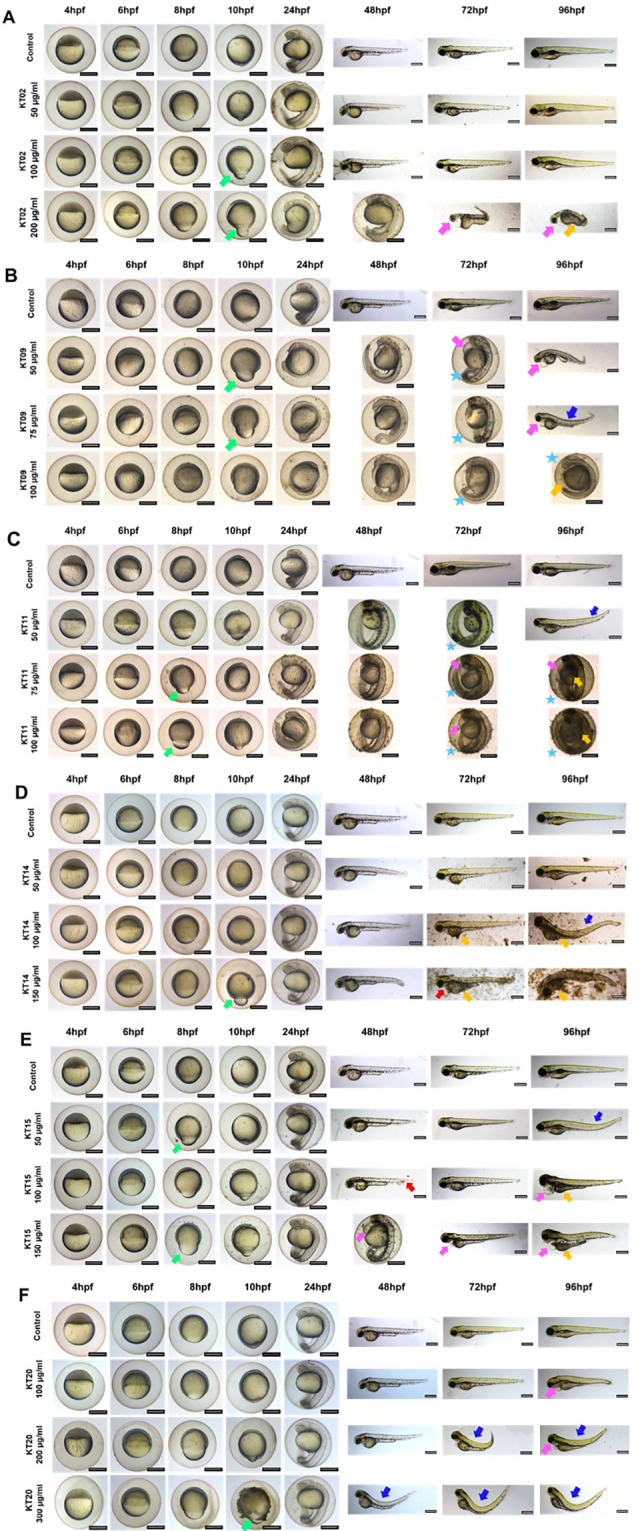
Morphological defects at different time points of exposure. A-F: Representative images of 4–96 hpf larvae exposure to 6 plant extracts at the indicated concentrations. The morphology of embryos was observed and captured under a stereomicroscope. Scale bars = 400 μm. Green arrows indicate dumb-bell shape yolk, blue arrows indicate dorsal curvature, pink arrows indicate yolk sac edema, red arrows indicate hemorrhage orange arrows indicated necrosis, and stars indicate delayed hatching.

**Table 3:** Frequencies of specific defects caused by 6 plant extracts (numbers were recorded at the concentrations of LC_10_ and LC_25_).

Defects	Control	KT02		KT09		KT11		KT14		KT15		KT20	
		LC_10_	LC_25_	LC_10_	LC_25_	LC_10_	LC_25_	LC_10_	LC_25_	LC_10_	LC_25_	LC_10_	LC_25_
Dumb-bell shaped yolk (10hpf)	3/150	17/150	47/150	31/149	65/147	19/149	43/147	17/150	44/149	18/150	50/149	11/150	32/149
Oedema (>24 hpf)	2/147	9/137	55/115	18/141	55/117	23/138	50/116	9/135	21/112	29/141	51/113	11/141	29/120
Necrosis (72/96hpf)	0/147	2/137	17/115	5/141	52/117	17/138	50/116	27/135	45/112	16/141	48/113	5/141	15/120
Hemorrhage (72/96hpf)	0/147	0/137	5/115	3/141	9/117	0/138	5/116	3/135	7/112	0/141	1/113	0/141	0/120
Curvature (72/96 hpf)	1/147	5/137	19/115	7/141	20/117	3/138	8/116	10/135	31/112	9/141	30/113	19/141	41/120
Hatching delay (72/96 dpf)	2/147	0/137	24/115	31/141	56/117	41/138	62/116	0/135	4/112	2/141	5/113	0/141	0/120

A noteworthy feature observed was that all the extracts generated dumbbell-shaped yolk embryos at the stage of 8–10 hpf, as best illustrated by the KT09 extract which had the highest incidence (Fig 2B and Table 3). It began with the presence of a dumbbell-shaped yolk between 8 and 10 hpf, followed by a clear delay in development at 1dpf that increased with increasing extract concentration. At 2 and 3dpf, the most striking feature was a delay in hatching, while in 3 and 4dpf larvae the lower concentrations of treatment induced some local malformations such as yolk sac edema and curvature in the surviving larvae. The survival rate of embryos declined strongly within the first 24 hours (S1 Fig). We also find the presence of a dumbbell-shaped yolk and hatching retardation when embryos are exposed to a high concentration of KT11 extract. In addition, the KT11 extract caused an even stronger delay in hatching; the embryos did not hatch after 4 days, and some of them died inside the chorion. The survival rate of embryos was reduced at 24hpf, constant until 72hpf, and reduced again at 96hpf (S1 Fig), implying that this extract causes death at an early stage (before 24hpf) and again later, possibly due to the hatching delay. RNA-Seq analysis at different time points would help to understand the mechanisms involved. The presence of dumbbell-shaped yolk after KT14 extract treatment was observed at 200 μg/ml and 10hpf, however it appears to be recovered at later stages, as no hatching or developmental delay was seen at 24 or 48hpf. Intriguingly, lethality of this extract increased dramatically at 72 hpf (S1 Fig), after hatching, implying that the chorion plays a protective role against its toxicity. At high concentrations, the KT15 extract caused developmental delay and after three days of exposure, this extract was highly toxic to embryos. The treated embryos displayed substantial defects, such as edema, altered size, and necrosis, which could lead to mortality in a later stage. This finding explained why the survival rate of embryos was lower after 72 hours of treatment. KT02 and KT20 extracts appear to be safer and produce fewer abnormalities than the other extracts in the group; nevertheless, some defects were noticed at high concentrations of these extracts. Embryos exposed to KT02 had a lower survival rate after 48 hours, and embryos exposed to KT20 had a lower survival rate after 24 hours (S1 Fig).

### Effects of six medicinal plant extracts on angiogenesis in zebrafish larvae

Angiogenesis plays an important role in a wide range of physiological processes such as wound healing and fetal development. In fact, many diseases are associated with an imbalance in the regulation of angiogenesis in which there is either excessive or insufficient blood vessel formation. The fact that some extracts caused a hemostasis phenotype in larvae prompted us to investigate their anti-angiogenic properties. To that end, the zebrafish transgenic line *Tg(fli1*:*EGFP)* (y1Tg) displaying fluorescent endothelial cells was used to visualize blood vessels and detect effects on angiogenesis. In zebrafish, a basal blood circulatory loop is set up at 24hpf, then angiogenic vessel development extends the system, including the sub intestinal vessels (SIVs) at 72hpf. We thus investigated the effect of six plant extracts on changes in SIV development at 72hpf.

Six plant extracts were shown to promote changes in SIV formation to various degrees, at exposure concentrations substantially lower than the corresponding LC_10_. The most striking feature we observed was the formation of longer, more numerous, and ectopic sprouts projecting outwards from the sub intestinal vessel basket (ramification). We classified the individuals according to their SIV formation from WT (-) through increasing levels of ectopic sprouts (+, ++, +++,…) (Fig 3B) to formation of hemorrhagic patches (Fig 3A). Looking at the frequency of embryos with varying degrees of ectopic sprouts in the SIVs (percentage of abnormal phenotypes) when exposed to increasing concentrations of each plant extract, it appears that the treatment with KT11 and KT14 trigger the most ectopic angiogenesis of SIVs compared to controls, followed by exposure to KT09 and KT02. These defects worsened in a dose-dependent manner. On the other hand, KT15 and KT20 extracts generated ramifications in the SIVs basket, but the data collected did not reveal concentration dependence of this effect.

**Fig 3:**
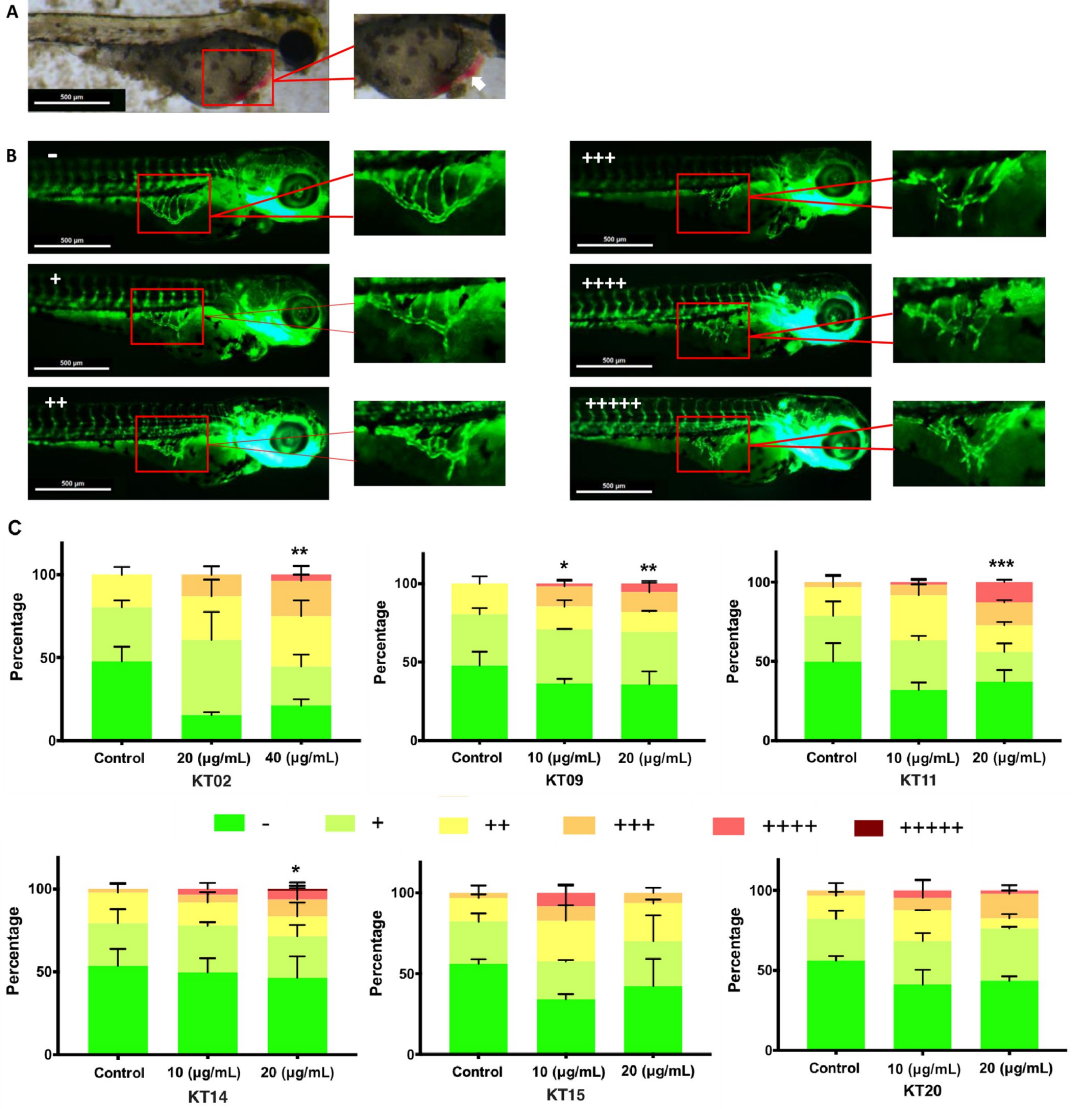
The effects of six plant extracts on blood vessel formation in SIVs of *Tg (fli1*: *EGFP)* zebrafish larvae. (A) Hemorrhage (white arrow) was observed in 3 dpf zebrafish larvae treated with KT14 150 μg/mL. (B) Microscopic view of blood vessel formation of zebrafish at 72 hpf in the absence and presence of ectopic angiogenesis of Sub intestinal vessels (SIVs), SIVs are marked by a red frame and shown at a higher magnification. The number of “+” is the number of sprouts projecting from the SIVs basket. (C) Quantitative analysis of the percentage of each angiogenic phenotype in SIVs after treatment with the different plant extracts. Sample groups were assessed according to “+”, “++”, “+++”, “++++” and “+++++” representing the percentage of embryos with one, two, three, four or five sprouts projecting out of the SIV regions, respectively. Images were taken using ZEN software. Data present mean ± SD from three independent experiments. Statistical analysis was performed using a two-way ANOVA test, p-values < 0.05 *; 0.01 **; 0.001***.

### Effects of six medicinal plant extracts on cartilage formation in zebrafish larvae

The early development of the head skeleton depends on many regulatory pathways, such as Wnt, Bmp, Hh signaling that are also involved in other developmental processes [50]. Malformations of the head are among the teratological effects induced by plant extracts. Therefore, we performed a more thorough analysis of effects on the head skeleton through enhanced visualization by staining of the cranial cartilage. We employed the Alcian blue dye, which can specifically combine with the cartilage matrix and thus visualize cartilage structures [51]. Whole-mount Alcian blue staining revealed that the head cartilage at 120 hpf had a different pattern in larvae treated with each plant extract at the concentration of LC_10_ as compared to the control. The skull and pharyngeal cartilage structures in the control group had completely developed (Fig 4A), while in the treated groups, effects ranged from nearly absent (B) to lightly stained (C) cartilage, a shorter chondrocranium compared to the control group (B, C, F), to severely deformed cartilage elements (E, G) indicating that medicinal plant extracts hindered the differentiation of chondrocytes and thus induced decreases in chondrocyte number, cartilage matrix secretion and lead to morphological alterations (Fig 4A–4E).

**Fig 4:**
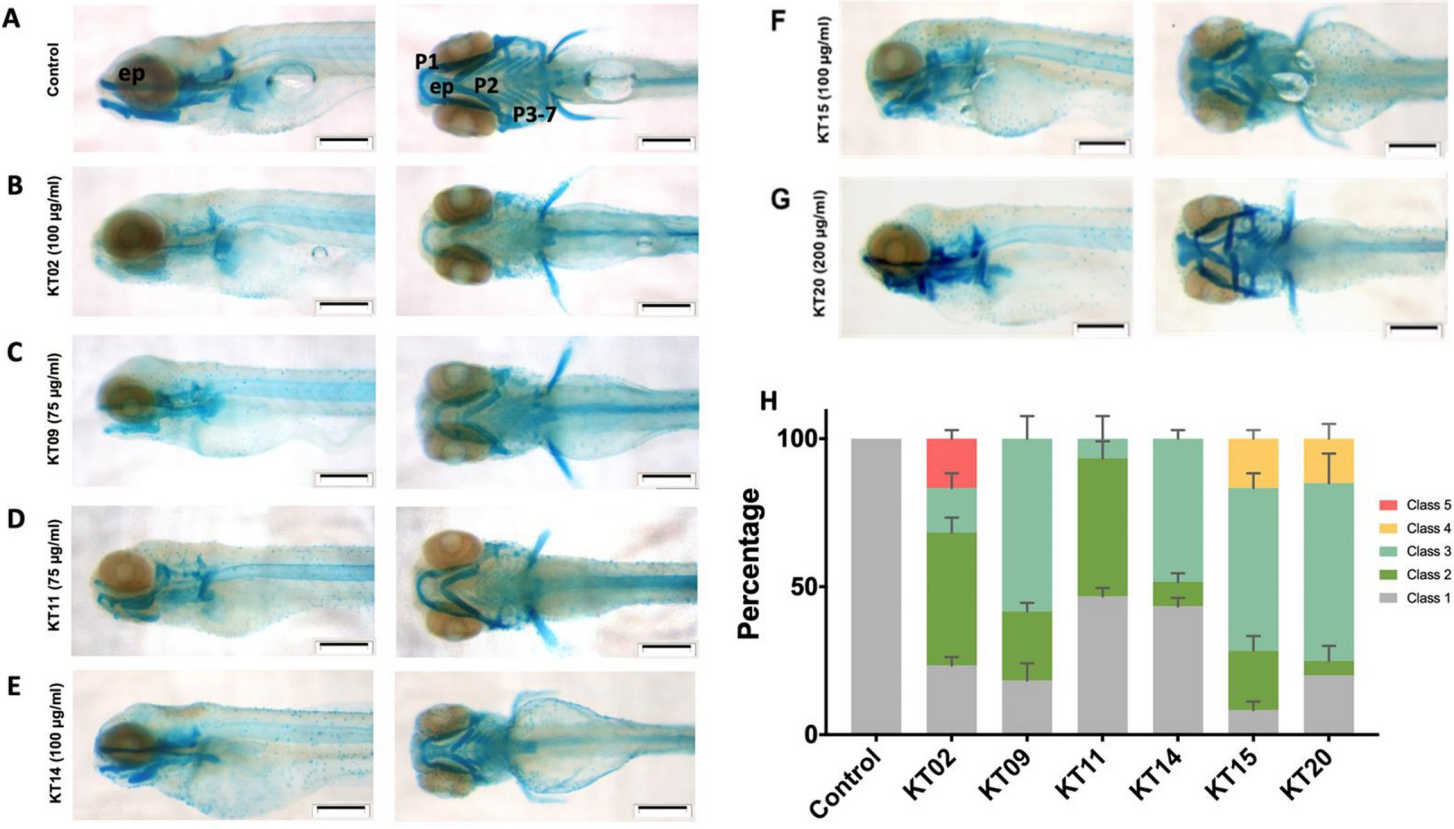
Medicinal plant extracts exposure affects head cartilage formation in zebrafish larvae. Whole-mount preparations of the larva expose to extract of KT02 (B), KT09 (C), KT11 (D), KT14 (E), KT15 (F) and KT20 (G). (A) Control. Scale bar: 200 μm. (H) Statistical analysis of jaw malformations as categorized into different classes. Class 1: No observable change (Control); Class 2: Weak staining in P1 to P7 region and ethmoid plate; Class 3: Shortened jaw structure (P1, P2 and ep); Class 4: Severe structural changes in all regions; and Class 5: strongly reduced or loss of all regions. Data from three independent replicates are presented as bar graph. Abbreviations: P1: Meckel’s cartilage and palatoquadrate; P2: ceratohyal; P3-P7: ceratobranchial, and ep: ethmoid plate. Statistical analysis was performed using a two-way ANOVA test, p-values relative to control were always< 0.0001.

Based on the staining observed of the pharyngeal arches (P1: Meckel’s cartilage and palatoquadrate; P2: ceratohyal; P3-P7: ceratobranchial) and the ethmoid plate (ep) structure (Fig 4), we divided the deformities into 5 classes (Fig 4H). Class 1: No observable change (Control); Class 2: Mild staining in P1 to P7 region and ethmoid plate; Class 3: Shortened jaw structure (P1, P2 and ep); Class 4: Severe structural changes in all regions; and Class 5: strongly reduced or loss of all regions. Statistical analysis revealed that each extract’s influence on zebrafish cranial cartilage formation was significant (p<0.0001), it increased from KT11, KT14, KT09, KT02, KT20 to KT15 extracts. When exposed to KT11 and KT14 extracts, the percentage of larvae categorized as Class 1 (without any observable changes in Alcian blue staining) was still roughly 50% of the total larvae (Fig 4H), while it decreased to 8% upon KT15 exposure. Treatment with KT11, KT14, and KT09 only caused Class 2 and 3 malformations, whereas KT20 and KT15 generated significant proportions of severely malformed larvae (Class 4). For those larvae with shorter P1, P2, and ep (class 3), the head shape is clearly shorter (and more rounded) than the control at 120 hpf when viewed laterally (KT09 and KT14). Strong staining and extreme malformation of the chondrocranium, particularly the Meckel’s and ceratohyals, were observed in larvae treated with KT20 (Fig 4G), while in contrast KT02-exposed larvae had a significantly higher proportion of larvae with nearly no Alcian blue staining compared to controls or to those exposed to other extracts.

### Effects of six medicinal plant extracts on locomotor activity of zebrafish larvae

To investigate possible effects of the plant extracts on zebrafish behavior, which might indicate modifications of neural development, we exposed zebrafish embryos/larvae to the plant extracts during 5 days before analyzing their motor behavior using an alternating 10 minutes dark and light protocol. In this type of test, it is known that zebrafish larvae are much more active in the dark, thus we observed a significantly increased time spent active, distance travelled and swimming speed during the dark phases for most of the conditions (Fig 5).

**Fig 5:**
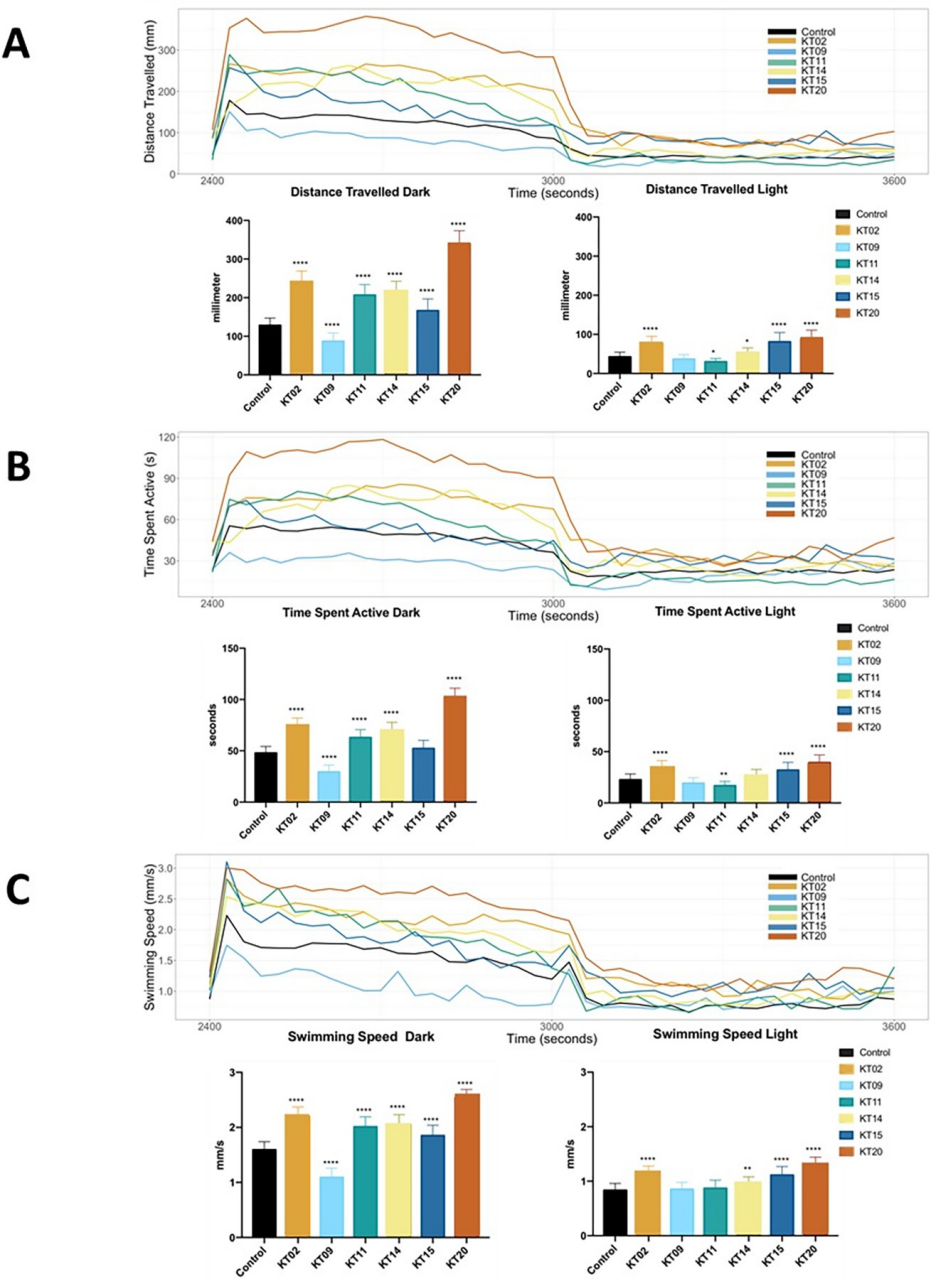
Locomotor behavior of larval zebrafish following exposure to various plant extracts for 5 days. The records of larval motion are shown in 30 second intervals over one cycle of a 10 min dark- 10 min light photoperiod. (A) Free swimming distance recorded during 10 min in the dark, followed by 10 min in the light. (B) Time spent active during 10-min intervals for each light state (dark or light). (C) Free swimming speed over 20 min of one dark- to-light cycle. Data are expressed as the mean ± SEM of three replicates (24 larvae per replicate). The asterisk represents a statistically significant difference when compared with the controls as described in Mat. and Meth.; * at p < 0.05, ** at p < 0.01 and **** at p < 0.0001 levels.

Upon exposure to plant extracts, we observed changes in swimming activity between the treated and control groups in both dark and light periods, as shown in Fig 5. Under the 10-min dark and 10-min light cycle alternate stimulation, 5 out of 6 plant extract-treated groups showed significant increases of swimming distance, time and speed in dark conditions compared to the control group, only the KT09 extract exposure significantly decreased the activity of larval zebrafish in the dark. The KT20 extract exposure group exhibits the largest increase in swimming behavior when compared to other extracts, in both the dark and light phases, followed by KT02. This observation suggests that these extracts may cause hyperactivity.

As mentioned above, the locomotor activity of the larvae in general was higher during the 10 min dark phase, compared to the light phase. An interesting exception is the group exposed to KT09, where the swimming distance, time, and speed did not differ dramatically between the two periods. We wondered whether this effect could be due to impaired vision in this group. However, when we look at the rapid transition moments from dark to light or the reverse transition from light to dark, respectively, we observe a "startle" peak especially in the swimming speed (Fig 5C). This peak is seen in control larvae, and in larvae treated with KT15 and KT09, indicating that these larvae do respond to, and thus perceive the change in lighting. The absence of such a peak in larvae treated with KT20 and KT02 may be due to their increased activity in the dark phase, while KT11- and KT14-exposed animals appear to be more tolerant to these surprising changes.

### Early developmental effects of the *Mahonia bealei* (KT09) extract

#### Effect of *M*. *bealei* (KT09) extract on epiboly process

Epiboly is characterized by spreading of the cell mass over the yolk sac—an important process that plays a prominent role in embryo gastrulation and specification of the dorsoventral axis [20, 52]. It is the first morphogenetic movement in zebrafish and amphibian embryos, leading to the expansion of blastoderm/ectoderm cells along the animal-vegetal axis, thereby covering the yolk cells and closing the blastopore. The early feature of dumbbell-shaped yolk at 8 and 10 dpf caused more prominently by the KT09 extract could be best explained by a delay in the process of epiboly, where several layers of embryonic cells move towards the vegetal pole to finally nearly cover the entire egg. Epiboly depends on the dynamic regulation of the actin cytoskeleton, the process of extensive cell movements involves intracellular actin filaments and their associated myosin motor proteins [53]. Cortical F-actin is organized in the enveloping layer (EVL) cells at the start of blastodisc flattening. Later in epiboly, a punctate marginal actin ring appears ahead of the leading edge of external yolk syncytial layer (E-YSL), and F-actin is present in the vegetal cortex of the yolk cell [54]. We therefore decided to further characterize this defect by following epiboly progression of blastoderm cells using phalloidin staining of filamentous actin (F-actin) fibers. At 9 hpf, when control embryos reached 90% epiboly, a regular and strong cortical F-actin was observed in EVL cells, while the vegetal cortex F-actin [55] formed bundles aligned along the animal-vegetal direction in the vegetal cortex of the yolk cell (Fig 6A). In addition, a strong F-actin ring was formed ahead of the leading edge of E-YSL (Fig 6A–6A”). KT09 extract (100 μg/mL) treatment resulted in a strongly reduced cortical F-actin in the EVL and a weak actin ring in a large majority of embryos. The organization of the vegetal cortex F-actin was also strongly disrupted, and epiboly progression was severely delayed (Fig 6B). These observations indicate the KT09 extract is causing a delay in epiboly by substantially impairing the actomyosin mechanisms in the yolk cell that drive this process.

**Fig 6:**
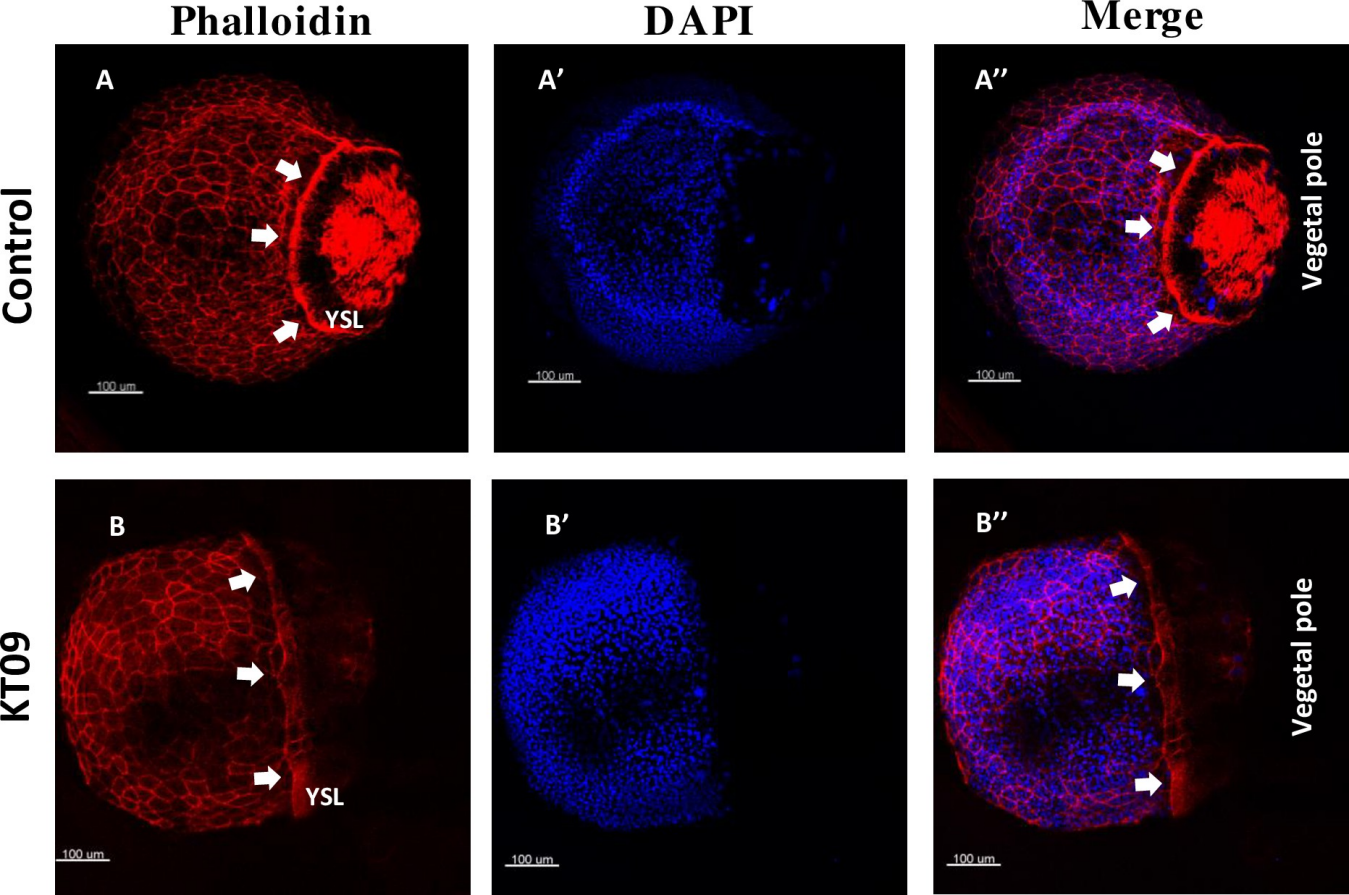
Delayed epiboly progression and disruption of F-actin organization caused by KT09 extract treatment. Embryos were treated with KT09 extract starting at 2hpf, while phalloidin and DAPI staining was performed at 80% epiboly (9hpf). (A-A”) A control embryo at 90% epiboly stage, with a dense marginal actin ring (white arrows). (B-B”) A representative embryo expose to KT09 extract shows epiboly retardation, and disruption of the EVL cortical F-actin, marginal actin ring and vegetal cortex F-actin. Scale bar: 100 μm.

#### Effect of *M*. *bealei* (KT09) extract on cell migration

After observing that the KT09 extract could delay epiboly cell movements in zebrafish embryos, we wondered whether a similar effect could be observed on mammalian cell migration. Mouse embryo fibroblast (MEF) cells were used to first investigate the effect of the KT09 effect on cell viability. The results revealed an IC50 value of 138.8 μg/mL, an IC10 of 4μg/mL and a NOEC of 2 μg/mL while no cells survived at 900 μg/mL of KT09 extract (Fig 7A and 7B).

**Fig 7:**
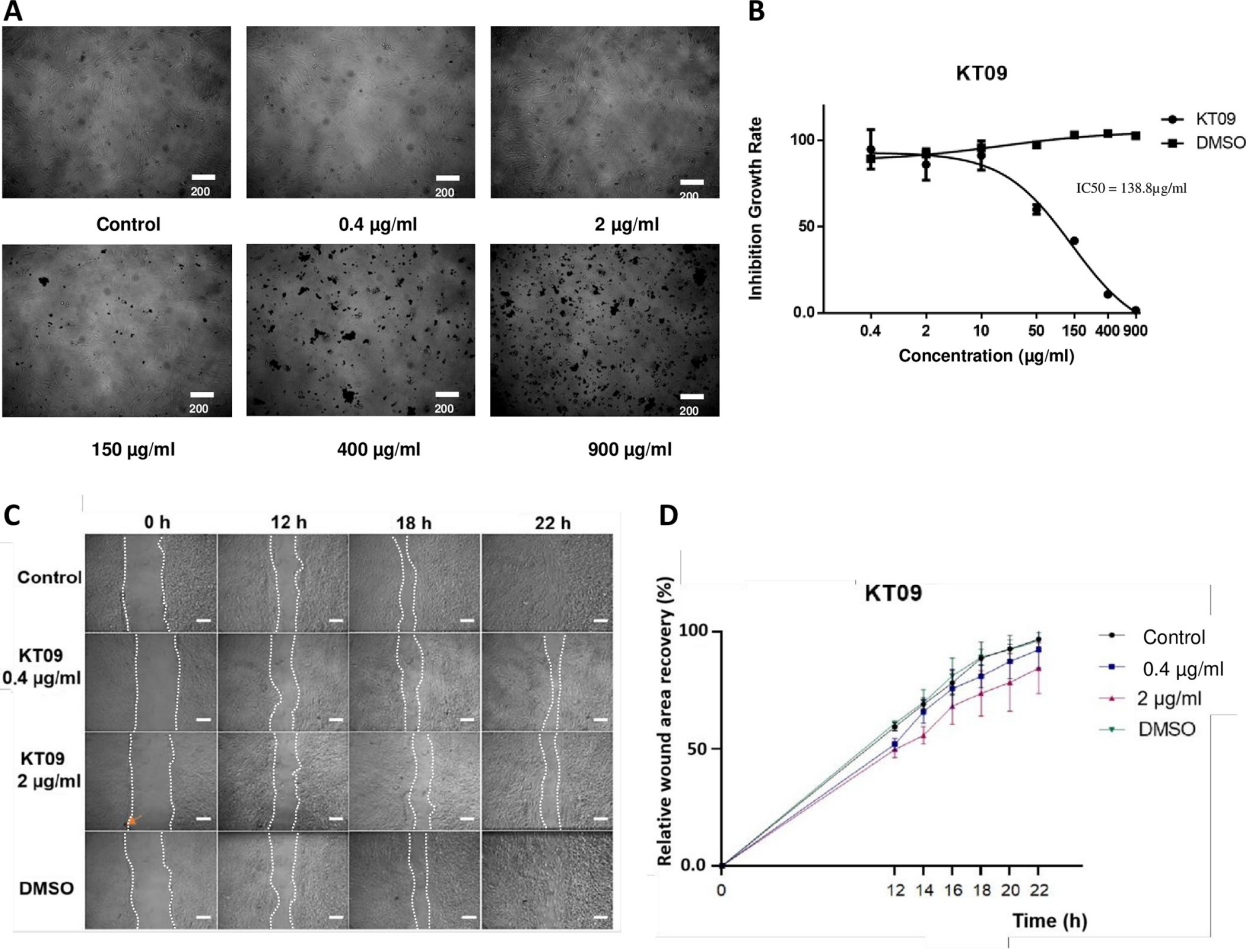
A. MEFs cell pictures after 48 hours of exposure to KT09 extract at different concentrations. B. Inhibition growth rate of MEFs cell exposed to KT09 extract in dose dependent manner (IC_50_ = 138.8 μg/mL). C. Pictures of the scratch taken at four different time points 0, 12, 18, and 22 hours after being exposed to KT09 extract. White dotted lines indicate the cell boundaries. (KT09 0.4 μg/mL inhibits 0% cell proliferation; KT09 2 μg/mL inhibits 10% cell proliferation; orange arrow: extract residue; scale bar: 200 μm). D. Graph displaying the percentage of wound recovery following KT09 extract exposure at various time points.

To investigate the impact of the KT09 extract on cell migration *in vitro*, the ability of MEF cells to heal a wound applied to the cell monolayer was evaluated at the concentrations, respectively 0.4 μg/mL and 2 μg/mL. Wounds of comparable width and size were made in the wells of control and treated group. The cells in the control and 0.1% DMSO wells recovered at the same rate, indicating that the DMSO solvent content in the extract had no effect on the cells’ wound healing abilities (Fig 7C). In contrast, the wounds recovered more slowly in cells exposed to KT09 extracts than in controls, with the percentage of wound area recovered in wells treated with 0.4 μg/mL and 2 μg/mL of KT09 being 93%±5% and 85%±5%, respectively, while the wound recovery rate in the control well was approximately 97% (Fig 7D). The result of the two-way ANOVA revealed that the difference in recovery between wells exposed to KT09 extract and control was statistically significant (*p<0*.*05)*.

#### Chemical components of the *M*. *bealei* (KT09) extract

To gain some insight into the chemical compounds present in the *M*. *bealei* extract, we compared the extract to several reference alkaloids under the same HPLC-DAD conditions. The UV chromatograms at 270 nm revealed that the extract contained jatrorrhizine, isotetradine, 8-oxypalmatine, oxyberberine, 8-oxyberberubine, berberine, and palmatine (Fig 8, S2 and S3 Figs), with berberine and palmatine contributing the vast majority of alkaloids [46] in the extract as shown by their largest peak area on the chromatogram (Fig 8A)(respectively 121 ± 9 mg/g and 15.2 ± 0.2 mg/g of the total extract) [46].

**Fig 8:**
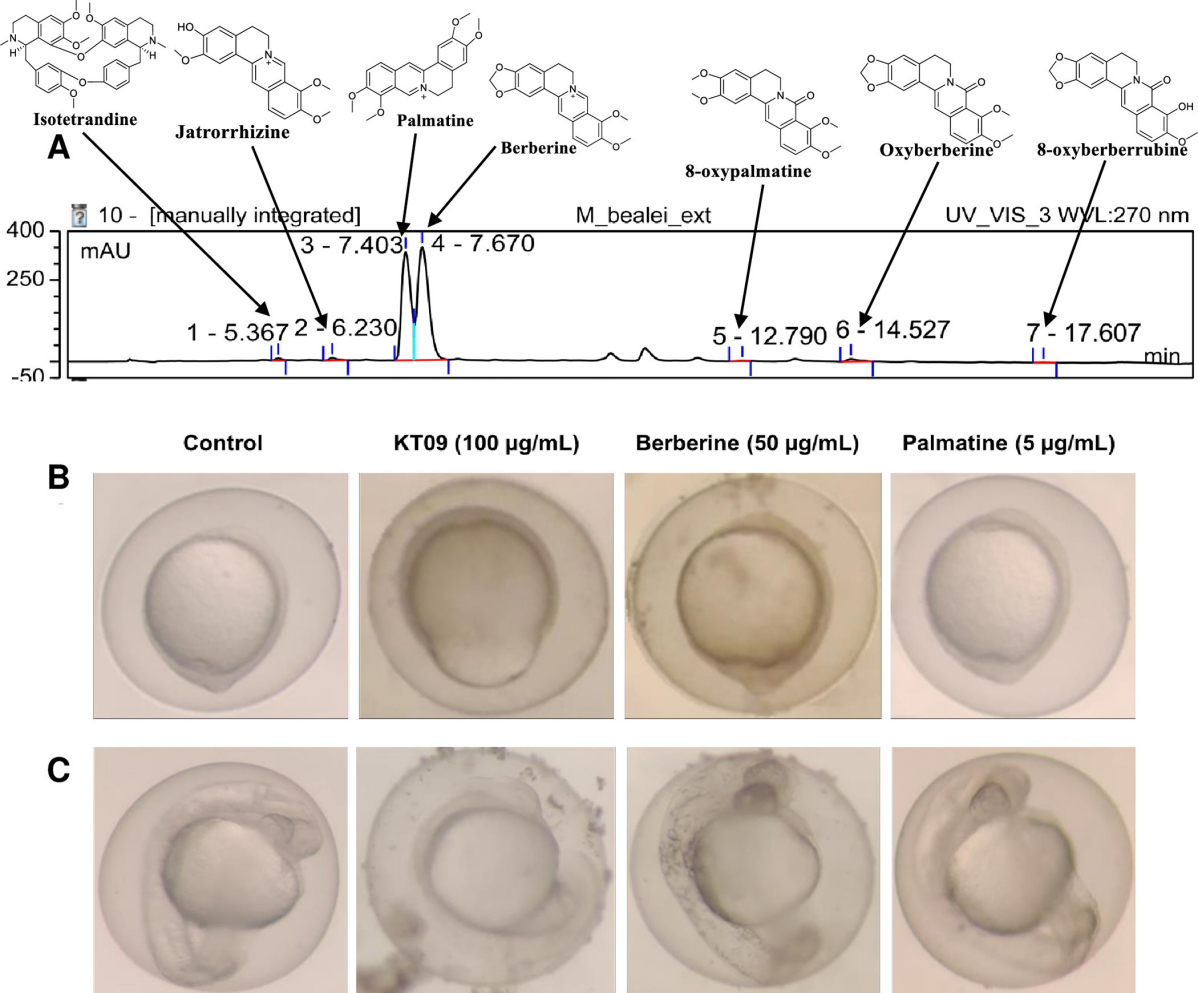
Chemical composition of the *M*. *bealei* extract and activities of major compounds. (A) HPLC chromatogram (at UV wavelength 270 nm) of the *M*. *bealei* extract is shown. The different detected compounds are indicated by arrows pointing at the corresponding peaks, with the two major peaks (peaks 3 and 4) corresponding to, respectively palmatine and berberine, while minor peaks (vertical ticks) correspond to jatrorrhizine, isotetradine, 8-oxypalmatine, oxyberberine, and 8-oxyberberrubine (B, C) Representative images of 10 hpf (B) and 24 hpf (C) zebrafish embryos exposed to *M*. *bealei* crude extract, berberine, or palmatine at the indicated concentrations.

When we tested purified berberine and palmatine at the concentrations of 50 μg/mL and 5 μg/mL, higher than the respectively 12 μg/mL and 1.5 μg/ml in the KT09 extract, no effect was observed on epiboly retardation, vascular development, or general embryogenesis (Fig 8B and 8C).

#### Effect of *M*. *bealei* (KT09) extract on gene expression in zebrafish embryos

To further deepen our understanding of the effects caused by the plant extracts on zebrafish development, we decided to investigate their effects on whole genome gene expression using RNA-Seq analysis. We decided to focus (first) on the earliest effect that we detected; the dumb-bell shape of the embryo observed during the epiboly process. 

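RNA was sequenced from 4 control pools and from 4 pools treated with KT09, the extract of M. bealei, at 100 µg/ml, each pool holding 75 whole embryos with their yolk. Treatment began at 2 hpf, with 25 embryos per well of a 6-well plate, and control embryos were kept in E3 medium with 0.5% DMSO. The paper gives 8 hpf for the collection in its results and 10 hpf in its discussion, and the sample labels give 8 hpf. It reports delayed epiboly at this dose, so treated and control embryos may have differed in developmental stage at collection.
The stranded mRNA libraries were read in 1 direction over 100 bp, at what the authors give as 20 to 25 M reads per sample. The authors counted reads per gene with the nf-core rnaseq pipeline 3.0 on GRCz11 with the Ensembl release 103 annotation and compared the groups with DESeq2. The values analysed here are those of the authors' deposited table, which covers 32520 genes: the authors' mean over each group of counts divided by size factors, the log2 fold change of treated over control with its standard error, the Wald statistic, its p and the adjusted p. These are means over a group, so no spread between the pools can be given. An adjusted p is given for 19154 genes, the lowest with a mean of 3.08, and each count of genes called higher or lower is out of these.
From the smallest steps in the group means, which correspond to single reads, the relative depth of the libraries ranged from 0.820 to 1.14 in the control group and from 0.980 to 1.16 in the treated group. The log2 fold changes in the authors' deposited table are drawn toward 0, most at low counts. Where the group means differed by over 2-fold, the median was 0.354 of their log2 ratio for the 1129 genes with a mean of 3 to 10. It was 0.979 for the 79 genes with a mean of 1000 or more. These are medians, and single genes with higher counts, such as fezf2, were moderated more. For gene lists written from textbook knowledge before the deposited values were opened, though after the paper and its supplementary tables had been read, the authors' Wald statistics of the members were compared with those of the other genes by limma's cameraPR with a correlation of 0.01 between genes, and the p was adjusted over 41 lists. A correlation estimated from these libraries needs values per pool, so correlations of 0.05 and 0.1 were tried in its place: of 26 lists called, 23 were called at 0.05 and 18 at 0.1. The test asks whether a list is shifted up or down as a whole, so a list whose members changed in both directions can go uncalled. Over all genes tested, 35.5% passed at an adjusted p under 0.05.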

We chose to treat the fertilized eggs with the KT09 extract at 100 μg/ml, as this was the treatment where this defect was most consistently observed, and we purified whole embryo mRNA from control and treated individuals at 8 hpf to perform transcriptomic analysis.

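Among genes with a symbol, the 10 raised and 10 lowered genes with the smallest adjusted p past 1.5-fold encode, among others, a stress regulator, lipid enzymes, a fibronectin and transcription factors. Of these genes, the smallest adjusted p in the authors' deposited table was that of ddit4, a stress-induced inhibitor of mTORC1. It had a log2 fold change of 1.68 (standard error 0.07, adjusted p = 8.09e-128) and an authors' mean of 1958 in control and 6372 in treated embryos. The sestrin gene sesn3, another stress-induced regulator of mTORC1, rose by a log2 fold change of 1.07 in the authors' deposited table. Among enzymes and carriers of lipids, the authors' deposited table gives log2 fold changes of 1.38 for the acyl-CoA synthetase gene acsbg2, 1.59 for the fatty acid elongase gene elovl6l and 1.25 for the START domain gene stard14. The nuclear receptor gene nr0b2a rose by 1.48 and the dynein light chain gene dynll1 by 1.04 on the log2 scale in the authors' deposited table. The other 3 of the 10 raised genes with the smallest adjusted p in the authors' deposited table were znf1065 (1.28), zgc:112994 (0.88) and BX005461.1 (2.48).
Among the 10 lowered genes, plxdc2, a plexin domain gene, shares the smallest adjusted p in the authors' deposited table with apoc1 and has a log2 fold change of -2.77 (standard error 0.14, adjusted p = 2.89e-79). The neuronal splicing regulator nova2 had a log2 fold change of -1.94 in the authors' deposited table, the homeobox gene six7 of -1.89 and pfkfb4b, which regulates glycolysis, of -1.01. Of the other 6, apoc1 encodes an apolipoprotein, fn1b a fibronectin and rarga a retinoic acid receptor, while tp63, tbx6 and pax6b encode transcription factors of epidermis, paraxial mesoderm and eye and brain.
Of 19154 genes with an adjusted p in the authors' deposited table, 6802 (35.5%) had an adjusted p under 0.05, 3490 of them higher and 3312 lower in treated embryos. With an absolute fold change over 1.5 besides, 3508 genes (18.3%) were called in the authors' deposited table, 1655 higher and 1853 lower. Where the whole 95% interval of the authors' log2 fold change had to lie beyond 1.5-fold, 1292 genes remained in the authors' deposited table.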

RNA-Seq analysis revealed the presence of 2855 differentially expressed genes (DEGs) (adjusted p-value < 0.05, fold-change > |1.5|), 1335 up-regulated and 1520 down-regulated genes (S1 Table) (GEO Series accession number GSE207770 on NCBI’s Gene Expression Omnibus [56]).Among the genes whose expression was most highly affected (S2 Table), one striking observation is the presence of many transcription factor genes that are downregulated. These genes include several *hox* genes involved in anterior/posterior pattern specification and embryonic skeletal system morphogenesis [57], genes of the *pax* family instrumental in patterning and organ development, and the *nr2f5* gene coding for a nuclear receptor involved in upper jaw development [58]. 

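The hox genes, which give cells of the hindbrain and trunk their position along the anterior to posterior axis, were lowered almost as a group. Of 27 hox genes with an adjusted p in the authors' deposited table, 23 were lower in treated embryos and 0 were higher (25 lower and 1 higher when adjusted over the list alone). Among them, hoxc3a had the most negative log2 fold change in the authors' deposited table, -4.70 (standard error 0.31, adjusted p = 4.97e-25), with an authors' mean of 213 in control and 1.41 in treated embryos. For hoxb9a, the authors' deposited table gives a log2 fold change of -4.44 (standard error 0.29, adjusted p = 4.89e-35), for hoxb7a -4.14, for hoxb3a -3.42 and for hoxb8a -3.10. The most abundant hox gene in control embryos, hoxb1b of the hindbrain, fell from an authors' mean of 2491 to 244 in the authors' deposited table, a log2 fold change of -2.72 (standard error 0.29, adjusted p = 1.81e-20). The hoxb10a and hoxc8a genes had log2 fold changes of -2.84 and -2.78 in the authors' deposited table. The 4 members that did not pass were hoxc10a, hoxa4a, hoxb13a and hoxc1a.
Among 9 pax genes with an adjusted p, 4 were lower and 1 was higher in the authors' deposited table (5 lower and 1 higher when adjusted over the list alone). The log2 fold change in the authors' deposited table was -3.23 (standard error 0.22, adjusted p = 2.22e-47) for pax6b, which acts in eye, brain and pancreas, -3.51 for pax3a of the dorsal neural tube and neural crest and -2.86 for pax8 of the otic placode and kidney. The exception was pax5 of the midbrain and hindbrain boundary, with a log2 fold change of 0.92 (standard error 0.34, adjusted p = 0.0193) in the authors' deposited table. The nuclear receptor gene nr2f5 (ENSDARG00000033172) fell from an authors' mean of 181 to 4.01 in the authors' deposited table, a log2 fold change of -3.86 (standard error 0.31, adjusted p = 1.47e-24).
Both lists lay below the other genes tested (cameraPR, adjusted p = 3.13e-14 for hox and 9.17e-05 for pax genes). The median log2 fold change of the hox genes in the authors' deposited table was -1.87, where the middle 95% of random lists of equal level ran from -0.20 to 0.22, and that of the pax genes -0.80. The hox and pax genes of S2 Table were picked on these samples, so their direction is not independent evidence. Without S2 Table genes, 16 of 20 hox genes were lower in the authors' deposited table and the list kept its call (cameraPR, adjusted p = 1.95e-06), while of 6 pax genes 1 was lower and 1 higher and the call was lost (adjusted p = 0.475).

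**Figure D1:**
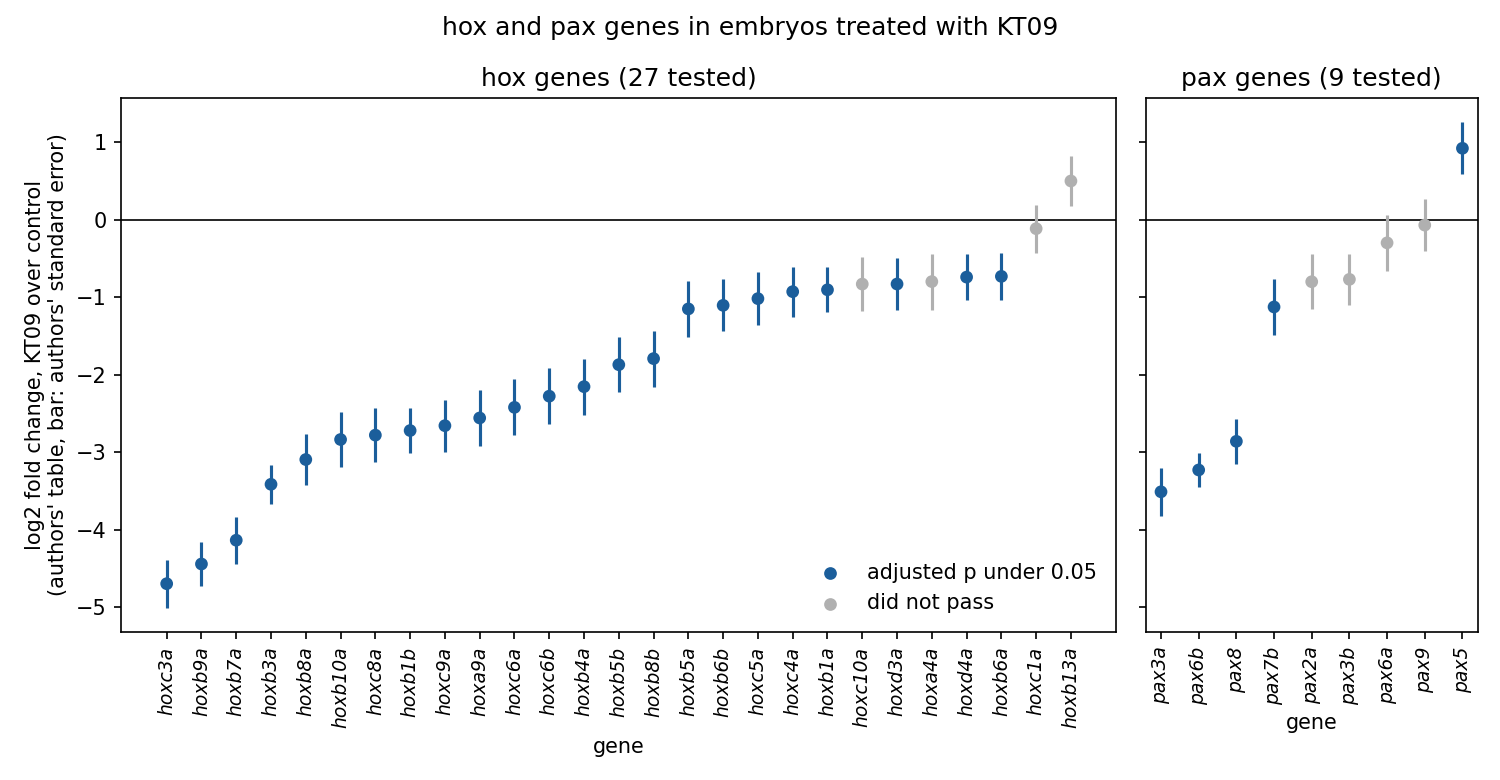
Log2 fold change of treated over control embryos in the authors' deposited table for 27 hox and 9 pax genes, ordered by value; bars are the authors' standard error and grey marks genes that did not pass at an adjusted p under 0.05. The 23 hox genes that passed lie below 0.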

Another strongly repressed gene is the *wnt8b* gene, which is involved in zebrafish neuron development and guidance [59, 60]. 

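The wnt8b gene (ENSDARG00000006911), a Wnt ligand of the developing brain, fell from an authors' mean of 158 in control to 2.99 in treated embryos in the authors' deposited table, a log2 fold change of -4.04 (standard error 0.31, adjusted p = 2.24e-26). The other ligands moved less and in both directions. The wnt8a gene, whose product patterns the mesoderm margin and the posterior neural plate, had a log2 fold change of -0.58 (standard error 0.09, adjusted p = 8.43e-10) in the authors' deposited table. The wnt11f2 gene, a ligand required for convergence and extension, rose by 0.57 (standard error 0.08, adjusted p = 7.08e-11) on the log2 scale in the authors' deposited table. Of 24 Wnt ligand genes listed, 8 had an adjusted p in the authors' deposited table, 4 of them lower and 2 higher (the same counts when adjusted over the list alone). The list was not called against the other genes tested on the Wald statistic (cameraPR, adjusted p = 0.103). It passed with the log2 fold change in place of the Wald statistic (adjusted p = 0.0207). Its median log2 fold change of -0.41 also lay low among random lists of equal level, at their percentile 1.1. Both measures include wnt8b, which the study picked on these samples and which has the most negative log2 fold change of the list. Without S2 Table genes the list was not called (cameraPR on the Wald statistic, adjusted p = 0.566).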

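The class I myosin gene myo1g (ENSDARG00000036104) was barely detected in control embryos, at an authors' mean of 5.84, and reached 128 in treated embryos in the authors' deposited table, a log2 fold change of 3.27 (standard error 0.30, adjusted p = 1.27e-20). The dachshund family gene dachb (ENSDARG00000034785), a transcriptional regulator, had an authors' mean of 23.5 in control and 186 in treated embryos and a log2 fold change of 2.56 (standard error 0.24, adjusted p = 4.23e-23) in the authors' deposited table. The chemokine receptor gene cxcr4b, which guides migrating cells, rose by 2.25 (standard error 0.21, adjusted p = 3.57e-24) on the log2 scale in the authors' deposited table. The homeobox gene sebox of the early zygotic program rose by 2.19 (standard error 0.25, adjusted p = 5.94e-16) in the authors' deposited table and egln3, a prolyl hydroxylase induced by hypoxia, by 2.41 (standard error 0.18, adjusted p = 2.48e-37). Other genes that S2 Table lists as raised have log2 fold changes in the authors' deposited table of 3.38 (morc3b), 3.25 (adgrg11, an adhesion G protein-coupled receptor) and 2.49 (socs4, a suppressor of cytokine signaling). The study picked these genes on the same samples, so their direction is not independent evidence.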

Among the most upregulated genes are *myo1g*, predicted to enable actin filament binding and motor activity, and *dachb* involved in pancreas and inner ear development [61, 62].

Gene ontology analysis was performed on the list of DEGs affected by the KT09 extract. We performed GSEA analysis, as it considers the extent to which a gene is up- or downregulated. This analysis identified many developmental processes to be affected, such as sensory and nervous system development, head development, cell differentiation, and pattern specification (S3 and S4 Tables). 

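Genes that pattern the neural plate, the neural crest and the somites were lower in treated embryos. Of 38 genes of the neural plate and brain regions, 31 were lower and 3 higher in the authors' deposited table (32 lower and 3 higher when adjusted over the list alone). The forebrain regulator fezf2 fell from an authors' mean of 830.3 to 28 in the authors' deposited table, a log2 fold change of -3.26 (standard error 0.34, adjusted p = 5.48e-22), and rx3, required for the eye field, had a log2 fold change of -2.46. Genes of forebrain and midbrain fell too, otx1 with a log2 fold change of -1.19 and otx2b of -2.35 in the authors' deposited table, and the neural regulators foxb1b, dbx1a and olig4 of -2.37, -1.41 and -2.15. The 3 members that rose in the authors' deposited table, each by less than 1.5-fold, were zic2b, sox19a and sox2, which are already expressed in the early neural plate, with log2 fold changes of 0.39, 0.25 and 0.20.
Of 23 neural crest and placode genes in the authors' deposited table, 17 were lower and 3 higher (the same counts when adjusted over the list alone). Both msx1b and tfap2a, genes of the neural plate border and early crest, fell, with log2 fold changes of -1.48 (standard error 0.13, adjusted p = 2.03e-28) and -0.89 (standard error 0.09, adjusted p = 2.28e-22) in the authors' deposited table, and gata3 of the preplacodal ectoderm had -1.10 (standard error 0.09, adjusted p = 4.89e-35). Against the rest, foxd3 and snai1b, which specify crest cells, and the crest marker crestin rose by 0.99, 0.43 and 0.73 on the log2 scale in the authors' deposited table.
Of 28 genes of the presomitic mesoderm and somites, 18 were lower and 5 higher in the authors' deposited table (19 lower and 5 higher when adjusted over the list alone). The tbx6 gene, which acts in paraxial mesoderm, had a log2 fold change of -1.82 (standard error 0.12, adjusted p = 5.56e-48) in the authors' deposited table, the somite regulator foxc1a of -1.01, and her12, a gene of the segmentation clock, of -2.08. The paraxial regulator tbx16l had a log2 fold change of -0.54 in the authors' deposited table. Members that rose in the authors' deposited table were mespaa (1.01), mespab (0.86), pcdh8 (0.69), her1 (0.44) and her7 (0.27), which act in segmentation and paraxial mesoderm movement.
The lists lay below the other genes tested by cameraPR, with an adjusted p of 6.21e-16 for neural plate, 9.34e-10 for neural crest and 1.16e-06 for somite genes. The median log2 fold change in the authors' deposited table was -1.11 for neural plate and -0.79 for somite genes.

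**Figure D2:**
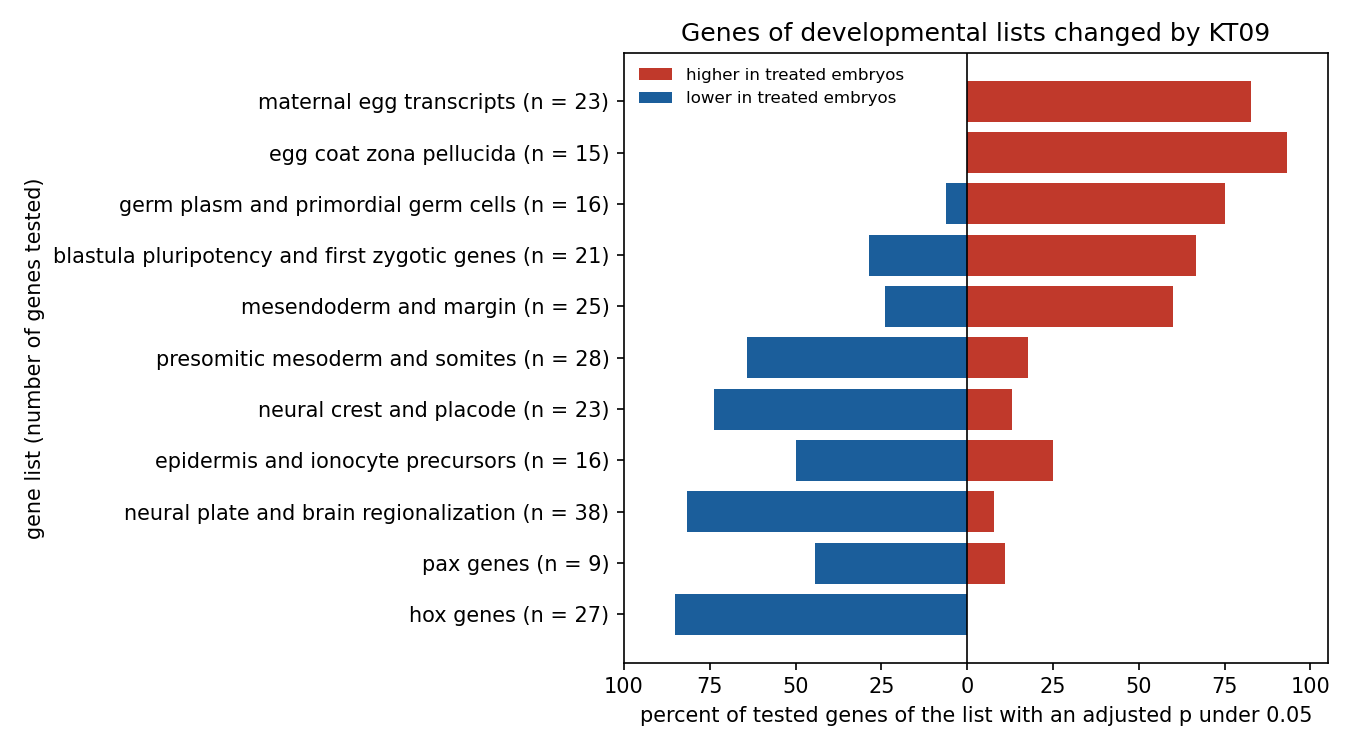
Percent of the tested genes of each developmental list that were higher (red, right) or lower (blue, left) in treated embryos at an adjusted p under 0.05 in the authors' deposited table, with the number of genes tested. Egg and germ cell lists extend to the right, and hox, pax, neural, crest and somite lists to the left.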

Main molecular functions affected were transcriptional regulation, but also receptor regulation and protein dimerization, as also identified by the biological processes of gene expression regulation and second messenger mediated signaling. 

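Transcription factor genes were lowered more often than raised. Of 322 genes whose symbols place them in transcription factor families such as hox, fox, sox, meis and gata, 141 were lower and 43 higher in treated embryos in the authors' deposited table (146 lower and 46 higher when adjusted over the list alone). The TALE homeobox genes meis2a and meis1b, partners of Hox proteins, had log2 fold changes of -2.66 (standard error 0.33, adjusted p = 6.30e-17) and -1.09 (standard error 0.11, adjusted p = 4.95e-20) in the authors' deposited table. The caudal genes cdx4 and cdx1a, which activate posterior hox genes, fell by 0.87 (standard error 0.06, adjusted p = 5.13e-40) and 1.08 (standard error 0.09, adjusted p = 3.00e-33) on the log2 scale in the authors' deposited table. Among the raised genes, snai2 of the epithelial to mesenchymal transition had a log2 fold change of 1.69 (standard error 0.14, adjusted p = 3.95e-31) in the authors' deposited table and the POU gene pou2f1b of 0.62. The median log2 fold change of the list in the authors' deposited table was -0.32, below the middle 95% of 10000 random lists of equal level (-0.04 to 0.07). It was put together after the data were seen, and it holds the hox and pax genes.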

Among the prominent signaling pathways affected, the most cited was the Wnt pathway, but also Shh and BMP signaling. 

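Genes of Hedgehog signaling were lower in treated embryos, and those of BMP and FGF signaling changed in both directions. Of 23 Hedgehog genes, 12 were lower and 0 were higher in the authors' deposited table (13 lower and 0 higher when adjusted over the list alone). The ligand gene shhb fell from an authors' mean of 159.9 to 56.1 in the authors' deposited table, a log2 fold change of -1.34 (standard error 0.22, adjusted p = 3.54e-08). The transcriptional effectors gli2b and gli2a had log2 fold changes of -2.23 (standard error 0.19, adjusted p = 8.19e-31) and -0.87 (standard error 0.12, adjusted p = 1.35e-11) in the authors' deposited table. The target genes hhip and ptch1, which restrain the pathway, had log2 fold changes of -1.48 and -0.86 in the authors' deposited table. The shha gene did not pass, at a log2 fold change of -0.28 (standard error 0.14, adjusted p = 0.115) in the authors' deposited table. The list lay below the other genes tested (cameraPR, adjusted p = 4.05e-05), with a median log2 fold change of -0.30 in the authors' deposited table.
Of 35 BMP genes, 16 were higher and 9 lower in the authors' deposited table (the same counts when adjusted over the list alone), and by more than 1.5-fold 3 were higher and 7 lower. The ventralizing ligands bmp7a and bmp4 and their target vent were among those that rose, bmp7a by 0.90 (standard error 0.07, adjusted p = 7.56e-36) on the log2 scale in the authors' deposited table. The antagonist gene fsta, a follistatin, had a log2 fold change of -2.54 (standard error 0.33, adjusted p = 1.60e-13) in the authors' deposited table, the receptor gene bmpr1ba of -1.81 and the antagonist gene nog3 of -1.09. Of 21 FGF genes, 9 were higher and 6 lower in the authors' deposited table (8 lower and 9 higher when adjusted over the list alone). The receptor gene fgfr1a rose by 0.63 and the target gene etv5b by 0.50, while the ligand gene fgf8a fell to a log2 fold change of -0.52 in the authors' deposited table. Neither list was called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.567 for BMP and 0.486 for FGF).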

A closer inspection using the Wikipathways database revealed that 13 genes in the canonical Wnt pathway were downregulated, while 13 genes of the noncanonical Wnt pathway were upregulated (Fig 9A and S5 Table). 

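The genes that S5 Table assigns to the canonical Wnt pathway were lower in treated embryos, and those it assigns to the noncanonical pathway were higher. In the authors' deposited table, 19 of 19 canonical genes were lower and 13 of 13 noncanonical genes higher, each by more than 1.5-fold. The paper reads its results as canonical Wnt signaling lowered and noncanonical signaling raised upon treatment. Lowered canonical genes include the Wnt antagonists sfrp1a, sfrp5 and dkk1b, with log2 fold changes of -0.73 (standard error 0.09, adjusted p = 1.75e-15), -1.51 and -0.70 in the authors' deposited table. The transcription factor genes tcf7l2, which acts with β-catenin, and sp5a, a Wnt target, had log2 fold changes of -0.87 and -0.62 in the authors' deposited table, and the proneural gene neurog1 of -2.14 (standard error 0.30, adjusted p = 1.17e-10). Raised noncanonical genes include regulators of mesoderm and of the dorsal organizer: in the authors' deposited table, tbxta, tbx16 and lhx1a rose by 0.84 (standard error 0.09, adjusted p = 2.28e-20), 0.62 and 1.45 (standard error 0.16, adjusted p = 3.39e-17) on the log2 scale. The hyaluronan synthase gene has2, the kinase gene src and the ligand gene fgf3 rose by 0.81 (standard error 0.08, adjusted p = 4.03e-22), 1.07 and 1.41 on the log2 scale in the authors' deposited table. The study chose both sets on these samples, so their directions are not independent evidence.
A textbook list of planar cell polarity and noncanonical Wnt genes went both ways, with 7 of 28 higher and 11 lower in the authors' deposited table (the same counts when adjusted over the list alone). The cadherin gene celsr1b had a log2 fold change of -2.07 (standard error 0.19, adjusted p = 4.27e-26) in the authors' deposited table, while the core polarity gene vangl2 rose by 0.24. This list was not called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.399).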

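Among Wnt receptor genes, fzd10 (ENSDARG00000068213) fell from an authors' mean of 795 in control to 294 in treated embryos in the authors' deposited table, a log2 fold change of -1.38 (standard error 0.12, adjusted p = 3.84e-28). The receptor gene fzd2 fell from an authors' mean of 584 to 289 in the authors' deposited table (adjusted p = 8.57e-09), and fzd3a had a log2 fold change of -0.90 (standard error 0.13, adjusted p = 1.37e-11). The fzd1 gene (ENSDARG00000106062) was scarce, with an authors' mean of 20.9 in control and 17.2 in treated embryos, and its log2 fold change in the authors' deposited table was -0.19 (standard error 0.33, adjusted p = 0.699). The ligand gene wnt5b (ENSDARG00000102464), which acts in convergence and extension, had a log2 fold change of -0.44 (standard error 0.08, adjusted p = 3.42e-07) in the authors' deposited table. Against these, fzd4 rose by 0.81 (standard error 0.12, adjusted p = 5.17e-11) on the log2 scale and the co-receptor gene lrp6 by 0.37 in the authors' deposited table. Of 20 receptor and co-receptor genes, 9 were lower and 5 higher in the authors' deposited table (the same counts when adjusted over the list alone). The list was not called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.137). Its median log2 fold change of -0.17 lay at percentile 2.5 of random lists of equal level.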

The *wnt8b* gene was among the most down-regulated genes, as well as the Wnt receptor genes *fzd1* and *fzd10*, while *wnt5b* was unaffected (Fig 9A). 

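Both β-catenin genes were higher in treated embryos. The authors' mean of ctnnb2 (ENSDARG00000023472) was 10402 in control and 17425 in treated embryos in the authors' deposited table, a log2 fold change of 0.75 (standard error 0.08, adjusted p = 2.08e-19). The paralog ctnnb1, the more abundant of the pair, rose by 0.25 (standard error 0.05, adjusted p = 2.50e-06) on the log2 scale in the authors' deposited table. Other members were lower: in the authors' deposited table, the feedback inhibitor gene axin2 had a log2 fold change of -0.35 (standard error 0.07, adjusted p = 1.60e-06), nkd1 of -0.39 and the ubiquitin ligase gene znrf3 of -0.54. The kinase gene gsk3ba, which marks β-catenin for destruction, had a log2 fold change of -0.57 in the authors' deposited table. Members that rose in the authors' deposited table also include the cyclin gene ccnd1, with a log2 fold change of 0.49, and apc and dvl2. Of 36 genes of β-catenin dependent signaling and its targets, 17 were lower and 9 higher in the authors' deposited table (18 lower and 10 higher when adjusted over the list alone). The list lay below the other genes tested (cameraPR, adjusted p = 0.0101), with a median log2 fold change of -0.17 in the authors' deposited table. This call was lost at a correlation of 0.05 between genes (adjusted p = 0.0918).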

Note that the beta catenin gene *ctnnb2*, a central transcription factor for canonical Wnt signaling, was up-regulated 1.68-fold.

**Fig 9:**
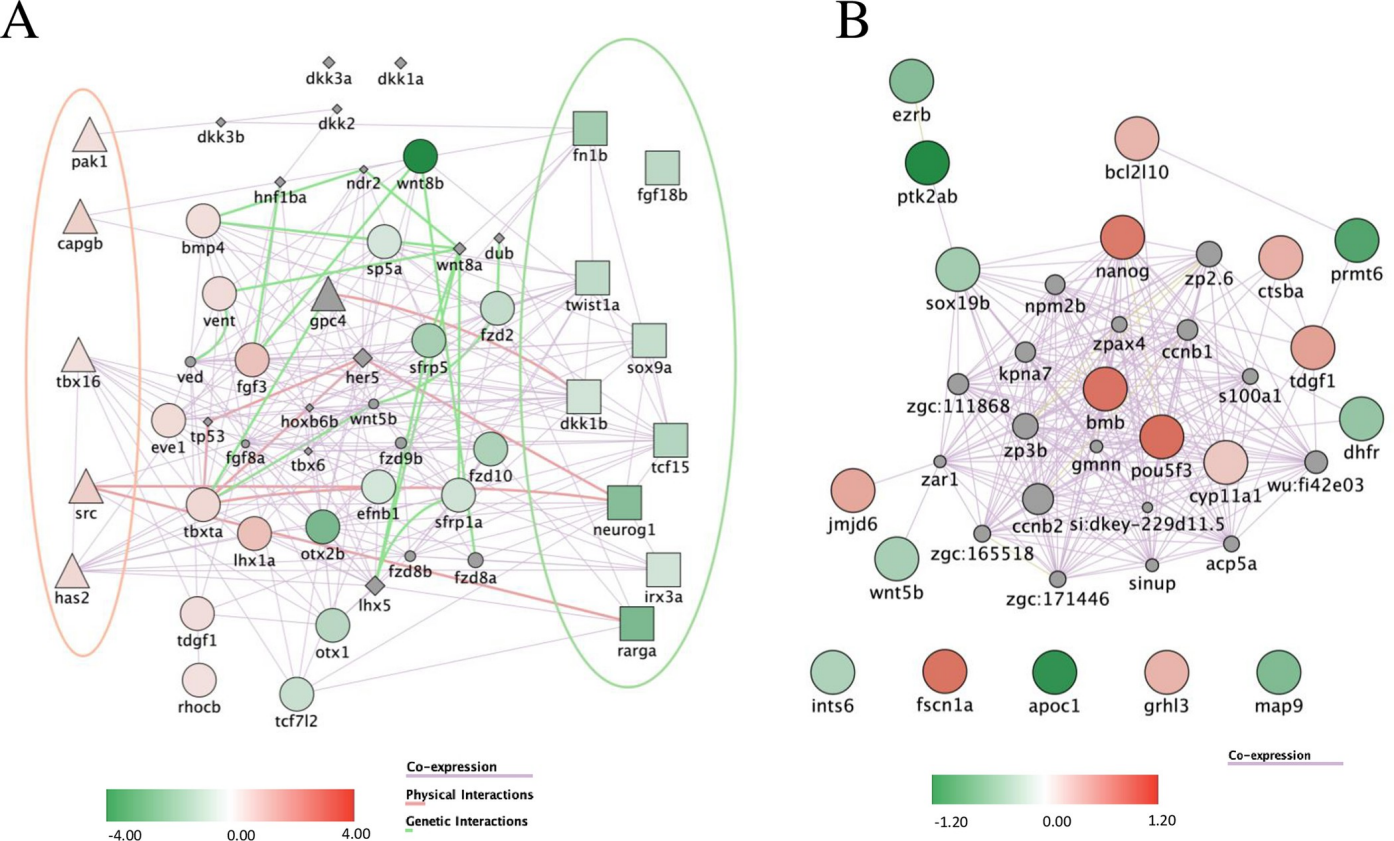
Pathways affected upon treatment with *M*. *bealei* extract. (A) Differentially expressed genes related to Wnt signaling upon KT09 treatment. A network was constructed based on the DEGs (p<0.05; fold-change > |1.4|). Shapes used indicate genes attributed to the canonical Wnt pathway (squares), the non-canonical pathway (triangles), both pathways (circles), or none (diamonds). The red and green ellipses highlight the genes that are specific to, respectively the non-canonical and the canonical Wnt pathway. (B) Differentially expressed genes upon KT09 treatment related to epiboly. A network was constructed based on the DEGs (p<0.05; fold-change > |1.3|). The color intensity indicates the fold-change of down-regulated (green) and up-regulated (red) genes by KT09 treatment. The lines correspond to relations of co-expression (violet), physical interaction between encoded proteins (pink), and genetic interaction (light green).

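Genes required for epiboly changed in both directions. Among those higher in treated embryos in the authors' deposited table, the pluripotency factor genes pou5f3 and nanog had log2 fold changes of 1.08 (standard error 0.16, adjusted p = 1.39e-10) and 0.98 (standard error 0.12, adjusted p = 2.53e-15), and the actin bundling gene fscn1a of 1.04 (standard error 0.08, adjusted p = 5.23e-35). The Nodal co-receptor gene tdgf1 and bmb, a maternal factor of early divisions, rose by 0.68 and 1.04 on the log2 scale in the authors' deposited table. On the other side, apoc1, an apolipoprotein gene of the yolk syncytial layer, fell from an authors' mean of 15792 to 7222 in the authors' deposited table, a log2 fold change of -1.12 (standard error 0.06, adjusted p = 2.89e-79). The focal adhesion kinase gene ptk2ab and the ezrin gene ezrb, which links actin to the membrane, had log2 fold changes of -1.20 (standard error 0.22, adjusted p = 3.57e-07) and -0.64 (standard error 0.11, adjusted p = 1.23e-07) in the authors' deposited table. Of 19 epiboly genes in S5 Table, 10 were higher and 9 lower in the authors' deposited table, 6 and 5 of them by more than 1.5-fold. The study picked these genes by their change in these samples.
Genes of the enveloping layer, the outer sheet that spreads over the yolk, changed in both directions. Of 27 of its genes, 12 were higher and 7 lower in the authors' deposited table (7 lower and 13 higher when adjusted over the list alone). This is a larger share than the 35.5% of all genes tested that passed. The genes of the list are abundant, with a median authors' mean of 4471. No share was taken among genes of equal level, so the larger share does not set the list apart. The list was not called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.0883). The tight junction gene tjp3 rose by 0.88 and the protease gene st14a and its inhibitor spint1a by 0.82 and 0.80 on the log2 scale in the authors' deposited table, while the keratin gene krt91 had a log2 fold change of -1.50. Of 26 genes of the yolk syncytial layer and of lipoproteins, 13 were lower and 8 higher in the authors' deposited table. The counts were the same when adjusted over the list alone. This list was not called by cameraPR (adjusted p = 0.470). Its median log2 fold change of -0.23 nevertheless lay below most random lists of equal level, at their percentile 0.05. The measures thus differ for this list, and the random lists ignore correlation between genes. The transfer protein gene mttp and the apolipoprotein gene apoc2 rose by 0.79 and 0.79 on the log2 scale in the authors' deposited table, and apoba and apoa4b.1 had log2 fold changes of -0.95 and -1.32.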

Focusing on the main defect observed in treated embryos, we collected a list of 42 genes whose mutation was shown to affect epiboly (zfin.org), among which 12 saw their expression changed by a factor of 1.5, and 19 genes displayed at least a 1.3-fold, but highly significant change in expression (Fig 9B and S5 Table). 

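Genes of the egg coat were higher in treated embryos, and genes of cell migration changed in both directions. Of 15 zona pellucida genes, which encode the glycoproteins of the egg envelope, 14 were higher and 0 were lower in the authors' deposited table (the same counts when adjusted over the list alone). Among them in the authors' deposited table, zp3.2 rose by 0.81 (standard error 0.09, adjusted p = 2.83e-18), zp3a.2 by 0.77, zp2.1 by 0.67 and zp3b by 1.00 on the log2 scale. The list lay above the other genes tested (cameraPR, adjusted p = 7.97e-09), with a median log2 fold change of 0.77 in the authors' deposited table.
Of 47 genes of cell migration and adhesion, 21 were lower and 18 higher in the authors' deposited table (23 lower and 18 higher when adjusted over the list alone). The fibronectin genes fn1a and fn1b, whose product is a substrate of migrating cells, had log2 fold changes of -1.10 (standard error 0.09, adjusted p = 3.47e-35) and -1.60 (standard error 0.11, adjusted p = 1.71e-48) in the authors' deposited table. The adhesion gene cdh11 fell from an authors' mean of 251 to 20.4 in the authors' deposited table, a log2 fold change of -3.10 (standard error 0.24, adjusted p = 5.12e-33), and the growth factor receptor gene pdgfra had a log2 fold change of -2.44 (standard error 0.21, adjusted p = 1.98e-29). Members that rose in the authors' deposited table include the laminin gene lama5 (1.64), the fibronectin receptor gene itga5 (0.80), the chemokine receptor gene cxcr4a (0.72) and epcam (0.72), an adhesion gene of the enveloping layer and epidermis. The list was not called against the other genes tested on the Wald statistic (cameraPR, adjusted p = 0.711). It lay lower with the log2 fold change in place of the Wald statistic (adjusted p = 0.0489). Its median log2 fold change of -0.17 also lay low among random lists of equal level, at their percentile 0.12.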

Other processes involving cellular movement were also significantly altered, such as cell migration, egg coat formation, neural crest cell migration (S3 and S4 Tables). Consistent with these observations, the actin cytoskeleton was detected as downregulated.

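Genes of actin, myosin and their regulators changed in both directions. The cytoplasmic actin genes actb1 and actb2 were lower in treated embryos, with log2 fold changes of -0.69 (standard error 0.07, adjusted p = 3.28e-20) and -0.35 (standard error 0.05, adjusted p = 4.98e-11) in the authors' deposited table, and so was actc1a, an actin gene of muscle, at -2.68 (standard error 0.27, adjusted p = 1.06e-21). The myosin light chain gene myl9b had a log2 fold change of -1.05 (standard error 0.10, adjusted p = 9.31e-22) in the authors' deposited table and the profilin gene pfn1 of -0.46. Raised members in the authors' deposited table include the talin gene tln1 (0.84), which couples integrins to actin, the anillin gene anln (0.62) of the cytokinetic ring, the nonmuscle myosin gene myh9b (0.51) and the cofilin gene cfl1l (0.55). Of 61 genes, 18 were higher, 20 lower and 23 did not pass in the authors' deposited table (21 lower and 18 higher when adjusted over the list alone). The list was not called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.446). Its median log2 fold change in the authors' deposited table was -0.0022.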

Several pathways were pointed out that may be involved in the defects in skeletal development that we observed, such as chondrocranium, cranial, and ceratohyal cartilage, as well as pharyngeal endoderm, BMP signaling, endochondral ossification, and collagen formation. Similarly, the alterations of movement behaviors could be related to DEGs connected to neural development and locomotion terms.

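Genes of collagen and cartilage matrix were lower in treated embryos as a list, while col2a1a, a main collagen of cartilage, did not pass. Of 33 genes of collagen and cartilage matrix, 15 were lower and 3 higher in the authors' deposited table (15 lower and 4 higher when adjusted over the list alone). The basement membrane collagen gene col4a6 fell from an authors' mean of 266 to 25.6 in the authors' deposited table, a log2 fold change of -2.99 (standard error 0.23, adjusted p = 7.70e-36). Other members that fell act in collagen processing: in the authors' deposited table, the lysyl hydroxylase gene plod2 had a log2 fold change of -2.08 (standard error 0.21, adjusted p = 8.60e-22), the collagen chaperone gene serpinh1b of -1.10 (standard error 0.12, adjusted p = 5.93e-20) and the prolyl hydroxylase gene p3h1 of -0.80. The transcription factor genes sox5 and sox9a, which drive cartilage formation, had log2 fold changes of -1.44 (standard error 0.18, adjusted p = 1.27e-14) and -0.94 in the authors' deposited table. Those that rose in the authors' deposited table were col17a1a (0.90), col12a1a (0.49) and col4a2 (0.81). The collagen gene col2a1a of cartilage had an authors' mean of 64.8 in control and 58.9 in treated embryos and a log2 fold change of -0.13 (standard error 0.24, adjusted p = 0.687) in the authors' deposited table. The list lay below the other genes tested (cameraPR, adjusted p = 1.65e-04), with a median log2 fold change of -0.57 in the authors' deposited table, and the call was lost at a correlation of 0.1 between genes (adjusted p = 0.0537).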

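Most genes of differentiated neurons and muscle did not pass, and those that did went in both directions. In the authors' deposited table, phox2a, a transcription factor gene of cranial and autonomic neurons, had a log2 fold change of -1.79 (standard error 0.22, adjusted p = 4.12e-14), the neuronal RNA binding gene elavl3 of -0.99 (standard error 0.27, adjusted p = 6.95e-04) and isl1, a gene of early motor and sensory neurons, of -1.33. The tubulin gene tubb5 had a log2 fold change of -0.80 in the authors' deposited table. Of 19 genes of neurons and glia, 6 were lower, 2 higher and 11 did not pass in the authors' deposited table (the same counts when adjusted over the list alone). The pair that rose were the stathmin gene stmn1a and the myelin gene plp1a, by 0.25 and 0.99 on the log2 scale in the authors' deposited table. Of 15 muscle genes, 3 were lower and 1 higher in the authors' deposited table (3 lower and 0 higher when adjusted over the list alone). The myosin chaperone gene unc45b and the methyltransferase gene smyd1b, both needed to assemble myofibrils, had log2 fold changes of -1.26 (standard error 0.15, adjusted p = 2.17e-16) and -2.10 (standard error 0.27, adjusted p = 3.15e-13) in the authors' deposited table, while the troponin gene tnnt3a rose by 0.72. Neither list was called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.158 for neurons and 0.0772 for muscle). With the log2 fold change in place of the Wald statistic both lay lower (adjusted p = 0.0406 and 0.0409).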

## Discussion

Traditional medicinal plants are widely, and increasingly used all over the world as an alternative or a complement to mainstream treatments. Their "soft" or "natural medicine" reputation is rooted in popular knowledge accumulated over generations of traditional healers, both concerning their pharmaceutical actions and their innocuity. However, in many cases, objective assessment of both their beneficial and their toxic potential is lacking, mainly due to the enormous workload and cost that these analyses would incur. Here, we set out to use the zebrafish as a cheap and easy model to test the effects of medicinal plant extracts on vertebrate development. Focusing on the embryogenesis, this approach allows us to evaluate effects on early development, but we also rapidly assess other pathways and processes that may play a role in pathogenesis at later life stages.

Traditional practitioners prepare the most common oral drugs by decocting in water for many hours at high temperature, and a few medicinal plants are soaked in alcohol at a concentration of around 40%. Both water and alcohol were used separately for extraction of all the plants we investigated, both because of their habitual uses and because they are typical solvents for polar and nonpolar chemicals. In the study’s preliminary screening tests, aqueous extracts exhibited mostly no, or very minor activity. Therefore, we decided to restrict our study to ethanolic extracts of the relevant parts of the plants to ensure comparable extraction conditions for the different plants.

Looking at lethality and teratogenicity tests of all 12 extracts (Table 2), we observed that KT02 and KT14 caused lethality only at 72 and 96hpf, while extracts KT06, KT08, and KT19 did not cause any developmental defects at 24 and 48hpf, but did so at later stages with similar EC_50_ values as other extracts. One possible explanation is that the younger embryos may have been protected from the toxic or teratogenic compounds by the chorion. Future experiments, using dechorionated embryos or microinjecting the extracts into the chorion, will enable us to solve this issue.

Focusing on specific developmental defects at early stages, we selected 6 extracts to test their effects at non-lethal concentrations (LC_0_ = NOEC (no observed effect concentration), LC_10_, and LC_25_), that we summarize in Table 4 for easier reference. One of the earliest defects observed to some extent with all extracts was the delayed epiboly, giving rise to dumb-bell shaped yolks at 8 and 10hpf. As explained above, epiboly is the first morphogenetic movement of cells in zebrafish that depends on the dynamic regulation of cortical F-actin (filamentous actin) in the EVL [52]. Focusing on the treatment with KT09, we confirmed a significant reduction of the F-actin signal and a clear delay in the epiboly progress at 9hpf (Fig 6). These F-actin networks are essential for the circumferential constriction of the margin during late epiboly stages, and for the structural integrity of the yolk cell [52, 54, 63]. Treating embryos with the actin-depolymerizing agent cytochalasin at 50% epiboly delayed epiboly, blocked blastopore closure, and led to yolk cell lysis [54], while inhibiting signaling through the small G protein Rac1 disrupted the F-actin organization and/or delayed epiboly [55]. RNA-Seq analysis confirmed that genes whose mutation affects epiboly [52, 63] (zfin.org) had their mRNA levels at 10hpf changed at least 1.3-fold upon treatment with KT09 (Fig 9B).

**Table 4:** Summary of the observed biological activities with active concentration.

**Extract**	**Embryonic malformation**	**SIVs ramification**	**Cartilage formation**	**Locomotion Capacity**
**KT02**	Dumb-bell shaped yolk, Oedema, Necrosis (100 μg/mL) → death rate increased after 72hpf	Defect seen at > = 40 μg/mL	Weak staining of all regions (100 μg/mL)	Significant increases of swimming activity in the dark (100 μg/mL)
**KT11**	Dumb-bell shaped yolk, Oedema, Necrosis, Curvature, Hatching delay (50 μg/mL) → death rate increased within 24hpf, and after 72hpf	Defect seen at > = 20 μg/mL	Weak staining of ceratobranchial and ethmoid plate (75 μg/mL)	Increased swimming activity in the dark (50 μg/mL)
**KT14**	Dumb-bell shaped yolk, Oedema, Necrosis, Curvature, Embryos died once they hatched (100 μg/mL) →death rate increased after 48hpf	Defect seen at > = 20μg/mL	Shortened jaw structure (100 μg/mL)	Increases of swimming activity in the dark (100 μg/mL)
**KT15**	Dumb-bell shaped yolk, Oedema, Necrosis, Hemorrhage, Curvature (50 μg/mL) → death rate increased after 72hpf	No effect	Shortened jaw and structural change (100 μg/mL)	Increases of swimming activity in the dark (100 μg/mL)
**KT20**	Mild Dumb-bell shaped yolk, Oedema, Curvature (100 μg/mL) →death rate increased within 24hpf	No effect	Shortened jaw and structural change in all regions (200 μg/mL)	Largest increase in swimming behavior (200 μg/mL)
**KT09**	Dumb-bell shaped yolk, Oedema, Necrosis, Curvature, Hatching delay (50 μg/mL), clearly developmental retardation → death rate increased within 24hpf	Defect seen at > = 10 μg/mL	Shortened jaw structure (75 μg/mL)	Decreased activity in the dark →swimming activity not different between dark and light periods (75 μg/mL)
	**F–actin**	**Cell migration**		**RNA seq**
**KT09**	reduced cortical F-actin in the EVL and weak actin ring, vegetal cortex F-actin disrupted →epiboly progression severely delayed (100 μg/mL)	MEF cell migration inhibited→ wound recovery slowed (2 μg/mL)		Gene expression and pathways modified: Wnt signaling, epiboly, cell migration, egg coat formation, neural crest cell migration… (100 μg/mL)

In this context, it is also striking that RNA-Seq analysis of the 10hpf transcriptome revealed that the Wnt pathway was most significantly affected upon KT09 treatment. Studies following single cell movements revealed that the inhibitor C59, disrupting Wnt protein maturation, causes delayed epiboly in zebrafish embryos [64]. Wnt5b was shown to be required for early cell movements by regulating Rac1, Cdc42, and finally actin filament dynamics [65], however the *wnt5b* gene expression was unaffected. Our results indicate that the canonical Wnt pathway, induced by Wnt5b and acting through ß-catenin, is down-regulated, while the non-canonical pathway is up-regulated upon KT09 treatment. 

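Transcripts that the egg is known to supply were more abundant in treated embryos. Of 23 genes of maternal egg transcripts, 19 were higher and 0 were lower in the authors' deposited table (the same counts when adjusted over the list alone). The maternal growth factor gene gdf3, also called vg1, rose from an authors' mean of 134 in control to 659.8 in treated embryos in the authors' deposited table, a log2 fold change of 2.14 (standard error 0.18, adjusted p = 4.92e-30). The oocyte kinase gene wee2 rose by 1.95 (standard error 0.23, adjusted p = 2.09e-15) in the authors' deposited table and the early cyclin genes ccna1 and ccnb2 by 1.83 and 0.89 on the log2 scale. The nucleoplasmin gene npm2b, which reorganizes chromatin after fertilization, rose by 0.74, and zar1, required in oocytes, by 0.70 on the log2 scale in the authors' deposited table. Members that did not pass were dazl, org, slbp2 and mos. The list lay above the other genes tested (cameraPR, adjusted p = 4.18e-11), with a median log2 fold change of 0.99 in the authors' deposited table against -0.25 to 0.22 for the middle 95% of random lists of equal level. Group means of whole embryos do not separate a transcript that was kept from one that was newly made.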

Note also that our analysis included maternal mRNA, mainly from the yolk, thus the observed changes may be due to transcriptional effects, but also differential maturation or degradation. Exactly how these changes may affect early epiboly, or other effects that we observed, and how far they may occur upon treatment with other extracts remains to be investigated.

Another striking effect of the various plant extracts is the hatching delay observed with KT09 and KT11 treatment. 

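The zinc transporter gene slc39a7 (ENSDARG00000104451) fell from an authors' mean of 1693 in control to 767 in treated embryos in the authors' deposited table, a log2 fold change of -1.11 (standard error 0.12, adjusted p = 1.64e-17). The transcription factor gene tp63 (ENSDARG00000044356), which maintains epidermis and is taken here as the gene the paper writes as sp63, fell from 999 to 145 in the authors' deposited table, a log2 fold change of -2.65 (standard error 0.16, adjusted p = 3.05e-61). Of 16 genes of the hatching gland and its precursor, the prechordal polster, 8 were lower and 7 higher in the authors' deposited table (the same counts when adjusted over the list alone). By more than 1.5-fold 6 were lower and 0 were higher. The lower genes of this list include tp63, its most negative member, which the study picked on these samples. The list was not tested without tp63. The cathepsin gene ctslb of the gland had a log2 fold change of -1.77 (standard error 0.16, adjusted p = 4.22e-27) in the authors' deposited table, agr1 of -0.90 and the hatching enzyme gene he1.1, still scarce at this stage, of -1.09 (standard error 0.36, adjusted p = 0.00631). Against these, ctsla and the polster gene foxa3 rose by 0.47 (standard error 0.05, adjusted p = 2.30e-22) and 0.51 on the log2 scale in the authors' deposited table, and gsc, noto, xbp1, bambia and klf17 rose as well. The list lay below the other genes tested (cameraPR, adjusted p = 0.0335), but the call was lost at a correlation of 0.05 between genes (adjusted p = 0.0987), on ranks of the statistic and among genes with a mean of 10 or more.
Among 24 genes of S5 Table whose mutation affects hatching, 13 were higher and 11 lower in the authors' deposited table (8 and 10 by more than 1.5-fold), and the study picked them by their change in these samples. Examples in the authors' deposited table are the tetraspanin gene cd63, with a log2 fold change of -1.26, and the transcription factor gene yy1a, with 0.69.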

Although this delay could be caused by inhibition of the proteases He1a and Cathepsin L ([66] produced by the zebrafish hatching gland, it is also noteworthy that among the most strongly downregulated genes by KT09 at 10hpf are the *slc39a7* and *sp63* genes (S5 Table), both shown to be required for hatching gland development [67, 68].

It is tempting to speculate that defects in cell migration during epiboly around 8 to 10hpf may be related to the observed defects in SIV formation at later stages. However, as pointed out above, the concentrations causing SIV defects are much lower than those leading to delay of epiboly. SIV formation is mainly associated with vEGF signaling at later stages, it is however interesting to see that among the genes downregulated by KT09 at 10hpf, the *s1pr1* gene and the *hoxd4a* gene are both described to be required for SIV formation [69, 70].

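The sphingosine-1-phosphate receptor gene s1pr1 (ENSDARG00000042690) fell from an authors' mean of 39.2 in control to 7.57 in treated embryos in the authors' deposited table, a log2 fold change of -1.54 (standard error 0.34, adjusted p = 4.79e-05). The hoxd4a gene (ENSDARG00000059276) was scarce, with an authors' mean of 6.59 in control embryos, and it is listed at 0 in treated embryos in the authors' deposited table, with an adjusted p of 0.0111. Of 14 genes that S5 Table links to the subintestinal vein, 9 were higher and 5 lower in the authors' deposited table, and the study picked them by their change in these samples. The angiopoietin receptor gene tek rose by 1.23 (standard error 0.21, adjusted p = 1.25e-07) and vhl, which marks hypoxia-inducible factors for destruction, by 0.90 (standard error 0.21, adjusted p = 9.41e-05) on the log2 scale in the authors' deposited table.
Of 19 genes of blood and endothelium, 5 were lower, 3 higher and 11 did not pass in the authors' deposited table (the same counts when adjusted over the list alone). The flow-responsive factor gene klf2a and the claudin gene cldn5a had log2 fold changes of -2.10 (standard error 0.29, adjusted p = 2.88e-12) and -1.65 (standard error 0.25, adjusted p = 1.82e-09) in the authors' deposited table, and lmo2 of early blood rose by 0.47. The list was not called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.405). The median authors' mean of its members was 23.4.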

At later stages (5dpf), we observed various deformities and defects in head cartilage formation, which may be caused by interference of the different extracts with various signaling pathways that are known to be involved in this complex process [50, 71]. In the case of KT09 treatment, the observed cartilage defects (weak staining, shortened chondrocranium) may be linked to the observed downregulation of Hox genes, known to control cranial cartilage patterning, however further studies would be required for this and other extracts. Similarly, the observed effects of the different extracts on locomotor behavior are probably linked to the observed perturbations in early central nervous system development.

In recent years, detection of anti-tumor activities of traditional medicinal plants attracted much attention, often based on testing the effects of extracts on proliferation, survival, or apoptosis of tumor cell lines [72–74]. Here, we observed for the first-time defects in epiboly and SIV formation following treatment with several of the extracts investigated, which led us to test whether one of them, the KT09 extract would also act on mammalian cell migration. We observed a significant inhibition of cell migration of primary mouse embryonic fibroblasts, without affecting their survival or proliferation. Recently, it was shown in a small-scale, pilot chemical screening experiment that 30% of the compounds causing disruption of epiboly/gastrulation in zebrafish embryos were also able to inhibit human cancer cell motility without affecting their proliferation. One of these drugs was shown to inhibit cell invasion by metastatic human cancer cells and cancer metastasis in mouse models [75]. Thus, our results indicate that some of the extracts tested here may find a new application in preventing cancer metastasis.

Chemical alkaloid composition of the KT09 crude extract was analyzed, revealing that the extract contained jatrorrhizine, isotetradine, 8-oxypalmatine, oxyberberine, 8-oxyberberubine, berberine, and palmatine. Quantification revealed that berberine and palmatine were the major compounds (respectively 12% and 1.5% w/w) in the *M*. *bealei* (KT09) extract [46]. Berberine was previously shown to be most probably responsible for the plant’s pharmaceutical anti-fungal properties. However, preliminary findings examining the effects of berberine and palmatine on the epiboly process in zebrafish did not reveal a similar impact to that of crude extract. At 8–10 hpf, the dumb-bell shaped yolk phenomenon was not observed in embryos treated with concentrations of berberine or palmatine, even at a much higher dose than that present in the crude extract (Fig 8B and 8C). According to https://medlineplus.gov/druginfo/natural/1126.html#Safety, berberine is safe to be used at doses of 1.5 grams daily for 6 months, with possible side effects on the digestive tract probably due to its anti-bacterial action on the intestinal microflora. Similarly, palmatine has antibacterial activity, while it was also shown to be toxic for human hepatocytes and cardiomyocytes *in vitro* [76], however none of these activities would be predicted to cause the developmental defects investigated here. Consequently, it still remains unclear which phytochemicals account for this observed effect. Another intriguing finding was that KT09 treatment had the highest impact on the Wnt pathway, which is critical in cardiomyocyte development. Indeed, previous reports have shown that *M*. *bealei* (KT09), and specifically berberine, can have beneficial effects on heart function [77–79]. For the perspective of this research, therefore, alternative applications of KT09 should be exploited and the chemical constituents responsible for its properties should be identified.

## Conclusions

Taken together, our results show that the zebrafish embryotoxicity test reveals potential toxic or developmental effects caused by extracts from traditional medicinal plants (Table 4). The traditional use of the different medicinal plants investigated here range from anti-inflammatory, stomachache, and duodenum ulcers (KT14), anti-tumor (KT09, KT11, KT14, KT20), antioxidant, antimicrobial to antiviral [72, 80, 81]. A literature review of their chemical composition revealed compounds of particular interest, such as quercetin, ursolic acid, berberine and palmatine [72, 82, 83]. These substances are found in more than one plant and have been reported to exhibit activities that are associated with those in our findings [76, 84–87]. Our results would advice caution concerning the toxicity of KT12, while the effects on zebrafish embryo development may suggest caution when using the extracts to treat young children or pregnant women. However, it is also obvious that further research will be required to assess the effects on human systems, the bioavailability of the compounds to the developing embryo, and the dose used for treatment. Further studies are also needed to confirm the mechanisms of toxico/pharmacological properties of these medicinal plants, as well as which components contribute to such activities. Studies using zebrafish larvae can help directing toxicological research towards specific pathways, but may also provide hints to identify new, beneficial properties that may finally lead to new applications or drugs.

## Supporting information

S1 Fig Survival curves for each experimental day upon treatment with 6 different medicinal plant extracts.

S2 Fig HPLC chromatograms of *M*. *bealei* extract. HPLC chromatograms of *M*. *bealei* extract and in-house reference compounds, including jatrorrhizine, isotetradine, 3-hydroxy-8-oxopalmatine, 8-oxypalmatine, oxyberberine, rugosinone, 8-oxyberberrubine, berberine, and palmatine.
(TIF)

S3 Fig Extended chromatograms of *M*. *bealei* extracts. Extended chromatograms (-6 to 16 mAu) of *M*. *bealei* extract, jatrorrhizine, isotetradine, 3-hydroxy-8-oxopalmatine, 8-oxypalmatine, oxyberberine, rugosinone, and 8-oxyberberrubine. Matched compounds (jatrorrhizine, isotetradine, 8-oxypalmatine, oxyberberine, and 8-oxyberberrubine) are marked on the chromatogram of the extract.
(TIF)

S4 Fig Structures of the compounds detected in *M*. *bealei* extract.

S1 Table Differentially expressed genes (DEGs) at 10hpf upon treatment with KT09.

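S1 Table gives, for each gene called by the authors, its mean in control and treated embryos, the log2 fold change and the adjusted p. The copy at hand holds the first 1999 of its 2855 genes, ordered by adjusted p up to 2.24e-04. All 1999 equal the authors' deposited table in the log2 fold change and in both group means within a relative difference of 1e-05. All genes that the authors' deposited table calls at over 1.5-fold with an adjusted p at or under that value are among them.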

S2 Table Genes most affected by KT09 treatment.

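S2 Table lists 38 genes, 14 raised and 24 lowered, and its values equal the log2 fold changes of the authors' deposited table within 0.00491. Of the 24 lowered genes, 10 are hox or pax genes. The others include neural and adhesion genes, such as nfasca, a neurofascin, with a log2 fold change of -2.79 in the authors' deposited table, the NMDA receptor gene grin2db with -2.97, the neural crest regulator kctd15a with -2.90 and the formin-related gene fhdc1 with -3.60. The GABA receptor subunit gene gabrp has a log2 fold change of -3.00 in the authors' deposited table.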

S3 Table GSEA-GO-term analysis of DEGs.

S4 Table All enrichment analyses. ORA indicates "Over-Representation analysis" using UP- or DOWN-regulated genes, GSEA indicates ’Gen Set Enrichment Analysis", used databases were GO, KEGG, Panther, Reactome, Wikipathways, and a home-made zebrafish mutant gene-phenotype list, "description" and "size" gives the name and size of the corresponding term, "overlap" indicates the number of genes in the dataset, "enrichmentRatio" indicates the enrichment factor in the term, while pValue and FDR (False Discovery Rate) indicate the statistical significance of the enrichment, "userId" holds the list of the overlapping genes in the dataset.
(XLSX)

S5 Table Genes whose mutation affects selected processes.

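S5 Table lists genes by the process that their mutation disturbs, with a column headed Fold. Of its entries, 89 carry a symbol found in the authors' deposited table, and 44 of these values are below 0. All 89 equal the log2 fold change of the authors' deposited table within 0.006, so the column holds log2 fold changes of treated over control embryos. Raised epiboly genes with smaller changes include ctsba, a cathepsin gene, with a log2 fold change of 0.56 in the authors' deposited table, and bcl2l10, an inhibitor of apoptosis, with 0.51, while the methyltransferase gene prmt6 has -0.92.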

# Supplementary material for: Testing biological actions of medicinal plants from northern Vietnam on zebrafish embryos and larvae: Developmental, behavioral, and putative therapeutical effects
**Source:** PLoS One. 2023 Nov 7;18(11):e0294048. doi: 10.1371/journal.pone.0294048
**Supplement:** S2 Table

**Table S2. Genes most affected by KY09 treatment**

| **Gene** | **ID** | **log2(Fold-Change)** | **p-adj** |
| --- | --- | --- | --- |
| morc3b | ENSDARG00000043271 | 3.38 | 2.15E-28 |
| myo1g | ENSDARG00000036104 | 3.27 | 1.27E-20 |
| adgrg11 | ENSDARG00000041413 | 3.25 | 6.80E-16 |
| arhgap45a | ENSDARG00000052496 | 2.73 | 2.79E-41 |
| bsnb | ENSDARG00000079161 | 2.59 | 1.06E-16 |
| dachb | ENSDARG00000034785 | 2.56 | 4.23E-23 |
| socs4 | ENSDARG00000078509 | 2.49 | 8.93E-21 |
| npdc1b | ENSDARG00000056156 | 2.45 | 2.83E-12 |
| egln3 | ENSDARG00000032553 | 2.41 | 2.48E-37 |
| pycr1b | ENSDARG00000098639 | 2.27 | 8.50E-12 |
| cxcr4b | ENSDARG00000041959 | 2.25 | 3.57E-24 |
| adap2 | ENSDARG00000070565 | 2.23 | 2.59E-19 |
| sebox | ENSDARG00000042526 | 2.19 | 5.94E-16 |
| mfsd4aa | ENSDARG00000023768 | 2.18 | 3.93E-16 |
| plxdc2 | ENSDARG00000059950 | -2.77 | 2.89E-79 |
| pip5k1ca | ENSDARG00000076001 | -2.78 | 1.90E-12 |
| hoxc8a | ENSDARG00000070346 | -2.78 | 1.49E-14 |
| nfasca | ENSDARG00000061099 | -2.79 | 1.64E-21 |
| hoxb10a | ENSDARG00000011579 | -2.84 | 2.91E-09 |
| pax8 | ENSDARG00000015879 | -2.86 | 3.70E-19 |
| kctd15a | ENSDARG00000045893 | -2.90 | 7.55E-18 |
| grin2db | ENSDARG00000070620 | -2.97 | 1.55E-19 |
| col4a6 | ENSDARG00000052061 | -2.99 | 7.70E-36 |
| gabrp | ENSDARG00000020901 | -3.00 | 7.92E-27 |
| arhgap21a | ENSDARG00000104295 | -3.04 | 2.40E-23 |
| hoxb8a | ENSDARG00000056027 | -3.10 | 2.60E-16 |
| cdh11 | ENSDARG00000021442 | -3.10 | 5.12E-33 |
| pax6b | ENSDARG00000045936 | -3.23 | 2.22E-47 |
| fezf2 | ENSDARG00000070677 | -3.26 | 5.48E-22 |
| ccndx | ENSDARG00000019741 | -3.40 | 1.51E-22 |
| hoxb3a | ENSDARG00000029263 | -3.42 | 3.64E-34 |
| pax3a | ENSDARG00000010192 | -3.51 | 3.71E-22 |
| fhdc1 | ENSDARG00000074812 | -3.60 | 2.67E-23 |
| nr2f5 | ENSDARG00000033172 | -3.86 | 1.47E-24 |
| wnt8b | ENSDARG00000006911 | -4.04 | 2.24E-26 |
| hoxb7a | ENSDARG00000056030 | -4.14 | 3.11E-26 |
| hoxb9a | ENSDARG00000056023 | -4.44 | 4.89E-35 |
| hoxc3a | ENSDARG00000070339 | -4.70 | 4.97E-25 |

# Supplementary material for: Testing biological actions of medicinal plants from northern Vietnam on zebrafish embryos and larvae: Developmental, behavioral, and putative therapeutical effects
**Source:** PLoS One. 2023 Nov 7;18(11):e0294048. doi: 10.1371/journal.pone.0294048
**Supplement:** S3 Table

**Table S4. GSEA – GO term analysis**

|  | **Gene Set** | **Description** | **FDR** |
| --- | --- | --- | --- |
| **GO-BP** | GO :0048880 | sensory system development | 0.00E+00 |
|  | GO :0060322 | head development | 0.00E+00 |
|  | GO :0009792 | embryo development ending in birth or egg hatching | 0.00E+00 |
|  | GO :0007423 | sensory organ development | 0.00E+00 |
|  | GO :0007417 | central nervous system development | 0.00E+00 |
|  | GO :0009891 | positive regulation of biosynthetic process | 4.97E-04 |
|  | GO :0030182 | neuron differentiation | 8.52E-04 |
|  | GO :0007389 | pattern specification process | 8.70E-04 |
|  | GO :0045935 | positive regulation of nucleobase-containing compound metabolic process | 8.84E-04 |
|  | GO :2000026 | regulation of multicellular organismal development | 1.27E-03 |
|  | GO :0010628 | positive regulation of gene expression | 1.29E-03 |
|  | GO :0045595 | regulation of cell differentiation | 1.45E-03 |
|  | GO :0048598 | embryonic morphogenesis | 1.57E-03 |
|  | GO :0045165 | cell fate commitment | 1.59E-03 |
|  | GO :0060485 | mesenchyme development | 1.70E-03 |
|  | GO :0019932 | second-messenger-mediated signaling | 1.16E-02 |
|  | GO :0000003 | reproduction | 1.61E-02 |
|  |  |  |  |
| **GO-MF** | GO :0008134 | transcription factor binding | 0.00E+00 |
|  | GO :0000981 | DNA-binding transcription factor activity, RNA polymerase II-specific | 0.00E+00 |
|  | GO :0003690 | double-stranded DNA binding | 0.00E+00 |
|  | GO :0001067 | regulatory region nucleic acid binding | 0.00E+00 |
|  | GO :0046983 | protein dimerization activity | 3.16E-04 |
|  | GO :0030545 | receptor regulator activity | 9.48E-02 |
|  | GO :0003712 | transcription coregulator activity | 1.19E-01 |

How the deposited data were processed for this re-analysis (not part of the article)

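RNA-seq of whole zebrafish embryos treated with KT09 was re-analysed, with 4 control and 4 treated pools of 75 embryos. The authors sequenced stranded mRNA libraries in 1 direction over 100 bp at a stated 20 to 25 M reads per sample, counted reads with the nf-core rnaseq pipeline 3.0 on GRCz11 with Ensembl release 103, and compared the groups with DESeq2. The paper's text does not name the version of DESeq2. The labels give library names of the other group for replicate 4 of both groups, while their titles and treatment fields give the group used here.

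The authors' deposited table holds 32520 genes and no values per pool that were used here. Its group means are signal values: the authors divided the counts by size factors and averaged them over the control, the treated or all pools. Its fold changes are log2 values that the authors' deposited table gives as treated over control, with a standard error. Its Wald statistic is a score from the authors' model, whose two-sided p-value equals the deposited p-value. The deposited p-value and adjusted p-value are the authors' own. In 6841 genes the statistic differs by over 0.1 from the log2 fold change over its standard error, and the log2 fold changes of scarce genes are closer to 0 than the ratio of the group means. Of all genes, 6354 have a mean of 0, 26166 have a p and 19154 an adjusted p; the other 7012 genes with a p have none and are left out.

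The depth per library was read only as a relative value, from the smallest steps of the group means: 1.14, 0.978, 0.966 and 0.820 in control and 1.16, 1.04, 1.02 and 0.980 in treated pools. No counts per library were rebuilt from the means, and these values carry no order of the replicates. The group means sum to 1.62e+07 in control and 1.69e+07 in treated embryos, and the median log2 fold change of the 9714 genes with a mean of 100 or more is 0.02.

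Since the values are the authors' comparison, no test of single genes was run and the calls are theirs, at an adjusted p under 0.05, with and without an absolute fold change over 1.5. The fit of a model to counts that had been planned was not run. Gene lists of 1113 symbols were written before the deposited values were opened and after the paper with S1, S2 and S5 Tables had been read, so they are not blind to these data. Of these symbols, 1089 were found under the symbol, 11 under a synonym in the RefSeq gene table and 13 not at all. Where a symbol stands for more than 1 gene (566 symbols), the most abundant was taken. For each list the members called higher, lower and not passing were counted, again with the Benjamini-Hochberg adjustment over the list alone. Each of 41 textbook lists was compared with the rest of the 19154 genes by cameraPR of limma 3.58.1 in R 4.3.3 on the authors' Wald statistic, with a preset correlation of 0.01 and an adjustment over the 41 lists. Lists that the study chose on these samples were counted and not tested. Median log2 fold changes were set against 10000 random lists with the same distribution of mean level over 40 bins. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

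Genes named in the text are those the paper names, the hox and pax genes of S2 Table, the 10 raised and 10 lowered genes with a symbol and the smallest adjusted p past 1.5-fold, and for each list up to 4 members with the smallest adjusted p and any that passed in the opposite direction. The further condition that all treated pools lie on 1 side of all control pools could not be applied. Other members were named after their values were seen, as examples of what their list holds.

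The list test was tested on simulated data made by shuffling the statistics over genes, in 20 runs with 10 shifted lists each: it called 41% of lists shifted by 0.5 standard deviations, 95% of lists shifted by 1 and 0% of the lists left as they were. Shuffling removes the correlation between genes of a list, so the 0% does not give the rate of false calls in the real data. Alternatives tried were fold thresholds of 1.3, 1.4 and 2, an adjusted p under 0.01, adjustment over all genes with a p, a mean of 10 or more, the ratio of the group means, a 95% interval beyond 1.5-fold, correlations of 0.05 and 0.1, ranks of the statistic, the log2 fold change in its place and lists without the genes of S2 Table.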

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

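The gene lists reported here are of processes that the main text of the paper does not take up as results for these samples. The tests of slower development, of anterior against posterior genes and of an exchanged library were chosen after the result was seen. So were the settings named beside a list other than its correlation of 0.01. Some lists share members with lists given above, so their shifts are not all separate results. Examples are gdf3 (maternal and Nodal), wee2 (maternal and cell cycle) and tp63 (hatching gland and epidermis).

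Germ plasm and germ cell genes were higher, 12 of 16 with 1 lower in the authors' deposited table (1 lower and 13 higher when adjusted over the list alone), among them the RNA helicase gene ddx4 (vasa) with a log2 fold change of 1.17 (standard error 0.11, adjusted p = 2.62e-22) (cameraPR, adjusted p = 4.98e-05). Of blastula and first zygotic genes, 14 of 21 were higher and 6 lower in the authors' deposited table (the same counts when adjusted over the list alone), including foxh1 (0.95) and sox3 (0.80), while irx7 had a log2 fold change of -1.27 (cameraPR, adjusted p = 5.09e-04, and 0.0793 with the log2 fold change in place of the statistic). Mesendoderm and margin genes were higher in 15 and lower in 6 of 25 in the authors' deposited table (8 lower and 15 higher when adjusted over the list alone), with foxa at 1.05 and gata6 at 0.53 (cameraPR, adjusted p = 5.04e-04, and 0.0537 at a correlation of 0.1). Of Nodal signaling genes, 13 of 23 were higher and 2 lower in the authors' deposited table (the same counts when adjusted over the list alone), including the homeobox gene mixl1, the T-box gene eomesa at 1.12 (standard error 0.25, adjusted p = 4.69e-05) and the receptor gene acvr1ba at 0.88 (cameraPR, adjusted p = 1.22e-06). Notch signaling genes were lower in 18 and higher in 5 of 31 in the authors' deposited table (the same counts when adjusted over the list alone) (cameraPR, adjusted p = 4.39e-05). The ligand gene dla had a log2 fold change of -1.43 (standard error 0.16, adjusted p = 8.42e-17) and her9, also on the list, of -1.80. Retinoic acid genes were lower in 10 and higher in 3 of 20 in the authors' deposited table (12 lower and 5 higher when adjusted over the list alone), with the receptor gene rarga at -2.34 (standard error 0.15, adjusted p = 6.34e-53) and the degrading enzyme gene cyp26a1 at -1.28 (standard error 0.09, adjusted p = 6.50e-47) (cameraPR, adjusted p = 8.74e-06). Epidermis and ionocyte genes were lower in 8 and higher in 4 of 16 in the authors' deposited table (the same counts when adjusted over the list alone), with dlx3b at -2.14 (cameraPR, adjusted p = 0.00113, and 0.238 on ranks of the statistic).

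Of cell cycle genes, 30 of 46 were higher and 8 lower in the authors' deposited table (8 lower and 31 higher when adjusted over the list alone), with the inhibitor gene fbxo5 (emi1) at 1.03 and the replication gene cdc6 at 0.95 against mcm2 at -0.75 (cameraPR, adjusted p = 2.74e-11). Heat shock and chaperone genes were lower in 12 and higher in 1 of 21 in the authors' deposited table (14 lower and 1 higher when adjusted over the list alone), with hspe1 at -1.38 (standard error 0.11, adjusted p = 5.22e-36) and hsp90ab1 at -0.45 (cameraPR, adjusted p = 5.23e-07). Hypoxia and glycolysis genes were higher in 15 and lower in 3 of 38 in the authors' deposited table (3 lower and 16 higher when adjusted over the list alone), with the enzyme genes eno1a at 1.44 and tpi1b at 1.03 against hk2 at -1.29 (cameraPR, adjusted p = 0.00119, and 0.118 at a correlation of 0.1). Lipid and sterol genes were higher in 10 and lower in 7 of 32 in the authors' deposited table (the same counts when adjusted over the list alone), with angptl4 at 1.22 and the sterol regulator srebf2 at 0.49 against acsl1b at -1.04 (cameraPR, adjusted p = 1.00e-03, and 0.0923 at a correlation of 0.1, 0.330 on ranks and 0.0975 with the log2 fold change). Ribosomal protein genes were lower in 28 and higher in 0 of 70 in the authors' deposited table (29 lower and 0 higher when adjusted over the list alone), by a median log2 fold change of -0.13 (cameraPR, adjusted p = 4.05e-05, 0.0834 at a correlation of 0.1 and 0.178 with the log2 fold change). Of transcripts of the mitochondrial genome, 8 of 13 were lower and 1 higher in the authors' deposited table (the same counts when adjusted over the list alone), with mt-nd4 at -0.51 (cameraPR, adjusted p = 3.55e-04, and 0.136 with the log2 fold change). Housekeeping genes were lower in 6 and higher in 3 of 16 in the authors' deposited table (the same counts when adjusted over the list alone), with tuba1a at -0.87 (cameraPR, adjusted p = 0.0371, and 0.105 at a correlation of 0.05).

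Taken as sets, 80 genes of early stages (egg transcripts, egg coat, blastula, mesendoderm) had a median log2 fold change of 0.68 in the authors' deposited table, 60 higher and 10 lower, and 121 genes of later patterning (hox, pax, neural plate, neural crest, somites) a median of -1.08, 12 higher and 89 lower, a difference of 1.76 that 0 of 10000 pairs of random lists reached. Each of these lists had been seen to be shifted before they were joined, and the random pairs ignore correlation between genes. The count of random pairs is therefore no further evidence. The tables argue against a few genes taking most of the counts, since the share of the 10 most abundant genes differed by 0.0934 percentage points, and against low counts, since the difference was 1.56 among the 63 early and 58 later genes with a mean of 100 or more. On a loss of posterior for anterior identity, the first comparison, the median of 9 anterior genes minus that of 33 posterior genes, was 0.12 with a bootstrap interval of -1.31 to 1.56 and did not decide. A bound on the anterior genes themselves, added after that outcome, gave a median of -1.11 (bootstrap interval over genes -2.46 to -0.22). Several of them, such as fezf2 and otx2b, had already been seen to be lower, so this outcome could be foreseen. The interval holds no spread between pools. The values show only that these anterior genes fell too, which argues against such a loss as the whole cause. Slower development of the treated embryos is a candidate explanation, as a hypothesis found and tested on the same data, and it gives the difference of 1.76 its sign. Apart from the RNA, the paper reports severely delayed epiboly at 100 µg/ml in embryos stained for actin, and retarded development with KT09 at later stages. Those embryos are not the sequenced pools. With 1 collection time and no control embryos of an earlier stage, no test here separates it from an action of KT09 on these genes or on the decay of maternal transcripts.

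The library names of replicate 4 in the labels read as the other group in both groups. If the means in the authors' deposited table each mixed 3 libraries of 1 kind with 1 of the other, no well-counted gene could differ by more than 3-fold between them apart from sampling noise, yet 189 of 9714 genes with a mean of 100 or more did, 15 of them by more than 10-fold and the largest by 151-fold. This argues against such an exchange within the authors' comparison. It leaves open which of the library names or the titles is wrong, and other splits of the pools were not run, because group means cannot be divided again.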

How the results depend on the processing

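Of the alternatives here, the fold thresholds of 1.3, 1.4 and 2 were chosen before the deposited values were opened, and the others after they were seen. Against 3508 genes at 1.5-fold, the authors' deposited table calls 5115 at 1.3-fold (2514 raised against 1655) and 1361 at 2-fold (614 raised, 747 lowered). It calls 1292 (605 raised, 687 lowered) where the approximate 95% interval must lie beyond 1.5-fold. These counts differ because each threshold is set lower or higher. The counts at 1.4-fold, at an adjusted p under 0.01, over all genes with a p, at a mean of 10 or more and from the ratio of group means stayed within 1.5 times. For the hatching gland list the adjusted p was 0.0987 and 0.198 at correlations of 0.05 and 0.1, 0.544 on ranks and 0.0543 at a mean of 10 or more. For β-catenin dependent genes it was 0.0918, 0.207 and 0.190 at both correlations and on ranks and 0.0535 with the log2 fold change, and for collagen genes 0.0537 at a correlation of 0.1. Without the genes of S2 Table, which were picked on these samples, it was 0.475 for pax genes, whose call rested on 3 of those genes. With the log2 fold change in place of the statistic, Wnt ligands (0.0207), cell migration (0.0489) and neurons (0.0406) passed. The Wnt ligand list holds wnt8b of S2 Table, and this setting was not run without it. A higher correlation widens the test by construction, and for the other changes the cause was not tested. Of 42 list tests, 39 kept their side at a correlation of 0.05, 34 at 0.1, 37 on ranks, 32 with the log2 fold change, 40 at a mean of 10 or more and 41 without S2 Table genes, and none of these reversed. Counts of list members stayed within 1.5 times in 90 of 98 at an adjusted p under 0.01 and in 48 of 98 at 1.5-fold. All of 40 genes (those the paper names, hox and pax genes of S2 Table and the 20 with the smallest adjusted p) kept their side when adjusted over all genes with a p, and the ratio of group means moved 17 of 39 by more than a standard error, none across 0.

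The alternatives that need counts per pool were not run: TMM, DESeq2 or upper quartile normalization, the tests of edgeR, DESeq2 and limma-voom on counts, filters on counts, pseudocounts, glmTreat, fry, an estimated correlation, leave-one-out, the removal or exchange of replicate 4, and a replicate block. No paired analysis was possible because the authors' deposited table holds group means, which leave no replicate to use as a block. Other splits of the pools could not be counted, so whether another division of the pools gives as many calls is not known. Fold changes of scarce genes are moderated most: where the group means differ by over 2-fold, the log2 fold change is a median of 0.354 of the log2 ratio at a mean of 3 to 10.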

Differences from the paper's values

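The adjusted p under 0.01 below was chosen after the values were seen; the fold thresholds were set before the deposited values were opened. No value that the paper states in numbers was more than 1.5 times the value here. The nearest to that bound is the number of canonical Wnt genes lowered, 19 in the authors' deposited table among those S5 Table lists against the paper's 13, while the 13 raised noncanonical genes match. At the paper's stated thresholds, an adjusted p under 0.05 and over 1.5-fold, the authors' deposited table calls 3508 genes, 1655 raised and 1853 lowered, against the paper's 2855, 1335 and 1520. Among the other fold thresholds, 1.4-fold gives 4211 genes, 2007 raised and 2204 lowered, 1.3-fold 5115 and 2-fold 1361. An adjusted p under 0.01 at 1.5-fold, chosen after seeing the values, gives 2852 genes, 1335 raised and 1517 lowered; the S1 Table genes at hand all have a smaller adjusted p and do not test this. For epiboly, the authors' deposited table gives 11 genes of S5 Table at 1.5-fold and 18 at 1.3-fold, against the paper's 12 and 19.

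Some statements differ. The paper names fzd1 among the most down-regulated genes, whereas fzd1 did not pass in the authors' deposited table (adjusted p = 0.699); fzd2 and fzd10, also shown in Fig 9A, did. It describes wnt5b as unaffected, whereas wnt5b fell in the authors' deposited table (adjusted p = 3.42e-07), by less than 1.5-fold. It describes the actin cytoskeleton as downregulated, whereas of 61 actomyosin genes 18 were higher and 20 lower in the authors' deposited table; actb1 and actb2 were lower. These 61 genes are a textbook list and not the set behind the paper's statement, so this does not test it. The column of S5 Table headed Fold holds log2 fold changes, since all 89 matched values equal those of the authors' deposited table within 0.006. The collection time is 8 hpf in the paper's results and in the sample labels, and 10 hpf in the paper's discussion and the title of S1 Table.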

Other observations

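The settings and lists in this part bring no test that was chosen after the result was seen, apart from the examples named. Of 24 genes that respond to foreign compounds, 15 had an adjusted p in the authors' deposited table. Among these genes of the xenobiotic and aryl hydrocarbon receptor response, 1 was lower and 1 higher in the authors' deposited table (the same counts when adjusted over the list alone). The list was not called as shifted up or down against the other genes tested (cameraPR, adjusted p = 0.790). The transporter genes abcc2 and abcb5, which carry compounds out of cells, had log2 fold changes of -1.44 (standard error 0.26, adjusted p = 7.45e-08) and 0.28 (standard error 0.06, adjusted p = 8.96e-05) in the authors' deposited table. The receptor target gene cyp1a was scarce, at an authors' mean of 1.55 in control and 5.12 in treated embryos, and did not pass in the authors' deposited table, at a log2 fold change of 0.48 (standard error 0.33, adjusted p = 0.249).

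The lists in this part do not cover every stress response. Of 21 oxidative stress genes, 4 were higher and 4 lower in the authors' deposited table (the same counts when adjusted over the list alone), with an adjusted p of 0.737 by cameraPR. The superoxide dismutase gene sod2 had a log2 fold change of 0.52 (standard error 0.22, adjusted p = 0.0310) and the thioredoxin gene txn of -0.68 (standard error 0.16, adjusted p = 1.11e-04) in the authors' deposited table. Of 28 genes of the unfolded protein and amino acid stress response, 10 were higher and 9 lower in the authors' deposited table (10 lower and 10 higher when adjusted over the list alone), with an adjusted p of 0.436 by cameraPR. The amino acid transporter gene slc3a2b and the stress regulator ddit3 (chop) rose by 0.68 and 0.61 on the log2 scale in the authors' deposited table, while asparagine synthetase (asns) and the chaperone genes canx and pdia4 had log2 fold changes of -1.39, -0.59 and -1.03.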
